# Effects of Ultra-Short Pulsed Electric Field Exposure on Glioblastoma Cells

**DOI:** 10.3390/ijms23063001

**Published:** 2022-03-10

**Authors:** Arianna Casciati, Mirella Tanori, Isabella Gianlorenzi, Elena Rampazzo, Luca Persano, Giampietro Viola, Alice Cani, Silvia Bresolin, Carmela Marino, Mariateresa Mancuso, Caterina Merla

**Keywords:** cancer stem cells (CSCs), glioma, neurospheres, pulsed electric field, transcriptomic analysis

## Abstract

Glioblastoma multiforme (GBM) is the most common brain cancer in adults. GBM starts from a small fraction of poorly differentiated and aggressive cancer stem cells (CSCs) responsible for aberrant proliferation and invasion. Due to extreme tumor heterogeneity, actual therapies provide poor positive outcomes, and cancers usually recur. Therefore, alternative approaches, possibly targeting CSCs, are necessary against GBM. Among emerging therapies, high intensity ultra-short pulsed electric fields (PEFs) are considered extremely promising and our previous results demonstrated the ability of a specific electric pulse protocol to selectively affect medulloblastoma CSCs preserving normal cells. Here, we tested the same exposure protocol to investigate the response of U87 GBM cells and U87-derived neurospheres. By analyzing different in vitro biological endpoints and taking advantage of transcriptomic and bioinformatics analyses, we found that, independent of CSC content, PEF exposure affected cell proliferation and differentially regulated hypoxia, inflammation and P53/cell cycle checkpoints. PEF exposure also significantly reduced the ability to form new neurospheres and inhibited the invasion potential. Importantly, exclusively in U87 neurospheres, PEF exposure changed the expression of stem-ness/differentiation genes. Our results confirm this physical stimulus as a promising treatment to destabilize GBM, opening up the possibility of developing effective PEF-mediated therapies.

## 1. Introduction

Glioblastoma Multiforme (GBM) is the most lethal brain tumor in adults, with a survival time of 12–15 months after initial diagnosis [1]. The highly resistant nature of GBM is largely due to extreme intra-tumoral heterogeneity [2,3,4,5,6,7,8]. As demonstrated in several cancers, GBM is thought to arise from cancer stem cells (CSCs), representing a small percentage of all cancer cells responsible for tumor development and progression [9,10,11]. These cells, characterized by a complex mixture of genetic alterations [12,13], express high levels of stem markers involved in self-renewal and are intrinsically resistant to standard therapies (such as radiotherapy and chemotherapy), causing tumor spread. CSCs are consequently responsible for tumor relapses [14,15,16,17,18].

Notably, the canonical CSC paradigm has been recently revised, and it is now widely accepted that the CSC phenotype is characterized as a dynamic cellular state rather than a fixed population. CSC phenotypic heterogeneity arises from reversible cell state transitions in response to varying intracellular/extracellular signals [19]. Lineage tracing experiments in many solid tumors clearly demonstrated the continuous turnover of CSCs that under epithelial mesenchymal transition can convert from non-CSCs [20,21,22]. The dynamic and bidirectional transition states among epithelial, mesenchymal and one or more hybrid epithelial/mesenchymal phenotypes [23], called “epithelial mesenchymal plasticity,” show a dynamic reversible nature in cancer cells and have a strong impact on cancer progression [19].

In light of this complex scenario, new therapies to treat highly aggressive and heterogeneous GMB are required and remain a main challenge in current oncologic research. Recently, ultra-short pulsed electric fields (PEF) of high amplitude (from few to hundreds of kV/m) and short duration (from a few milliseconds to few microseconds) have emerged as a very powerful physical agent provoking cell reversible or irreversible cell electropermeabilization, both tested in anti-cancer therapies [24,25,26,27]. Indeed, electrically mediated treatments using PEF are rapidly increasing through selective tumor cells targeting using a non-thermal process, resulting in the reversible or irreversible destabilization of cell plasma membranes. In the reversible case, cell membrane permeabilization allows the entrance of toxic drugs (i.e., electrochemotherapy). In irreversible applications, electric pulses disrupt cell homeostasis and consequently cause cell death (irreversible electroporation IRE, or the more recent high-frequency irreversible electroporation H-FIRE approach) [25,28,29,30]. The non-thermal nature of these electric signals preserves the healthy tissues surrounding the tumors, therefore enabling the treatment of localized masses, including in delicate anatomical locations.

The impact of PEF was recently investigated on GBM cell lines, suggesting these electric stimuli are an extremely promising glioma therapy [12]. It also demonstrated that the use of PEF as a novel GBM therapy is related to the fact that it facilitates temporary blood–brain barrier disruption, allowing easy and effective penetration of therapeutic reagents [31,32], as well as the induction of immunogenic cell death for prolonged antitumor immunity [33]. In addition to these important aspects, due to GBM heterogeneity, the characterization of GBM CSCs’ response to these electric pulses represents a new and poorly investigated concept in search of new GBM therapies.

In this context, we demonstrated that a specific signal of this class, named PEF-5 (i.e., 5 electric pulses lasting 40 µs, pulse amplitude 0.3 MV/m, repeated at 1 Hz), irreversibly affected medulloblastoma (MB) CSCs, inducing PEF-surviving cells to better respond to a subsequent exposure to ionizing radiation (IR) [34].

According to the dynamic nature of CSCs, we evaluated the effects of PEF-5 exposure on U87-MG cells maintained in standard culture conditions (U87 ML) or as neurospheres (U87 NS). Our data, obtained by analyzing different endpoints (i.e., cell viability, cell permeabilization, reactive oxygen species (ROS), full transcriptomic analysis and mRNA expression of different genes, as well as clonogenic and invasion potential), showed that PEF-5 exposure substantially influenced the fate of GBM CSCs, differentially regulating many genes involved in hypoxia, inflammation and *P53*/cell cycle checkpoints, with consequent reduction of the cell’s ability to form new neurospheres and to transmigrate in vitro. Due to the well-recognized radio-resistance reported for GBM, in this work, we assessed the PEF-5 capability to affect GBM cells in combination with IR.

## 2. Results

### 2.1. Expression Pattern of Stemness/Differentiation Genes in U87 ML and U87 NS Cells

First, we explored the potential differences in gene signature by looking at the stemness/differentiation pathways in U87 ML (Figure 1a) and U87 NS (Figure 1b) and evaluating, by qPCR, the expression levels of *CD133*, *CD15* and *β-III TUBULIN*. We found a significantly higher level of stemness markers in U87 NS cells compared to U87 ML cells. *CD133* and *CD15* expression levels were 2.8- and 33.1-fold higher in U87 NS versus U87 ML cells, respectively (Figure 1c,d). On the contrary, U87 NS showed a statistically significant lower level of *β-III TUBILIN* (Figure 1e). These results confirmed the dynamic phenotypic state of GBM cells that can modulate their phenotypic features according to specific cell culture conditions.

### 2.2. Membrane Permeabilization and ROS Production after PEF-5 Exposure

To verify the efficacy of PEF-5 to induce cell membrane permeabilization in U87 ML and U87 NS, the uptake of the fluorescent Yo-Pro-1 dye was evaluated by flow cytometry. Graphs in Figure 2a show the percentage of permeabilized cells immediately (T = 0 h) and 3 h (T = 3 h) after exposure. We found 91% of permeabilized cells immediately after exposure in U87 ML compared to 28% in U87-NS cells. This permeabilization phenomenon is transient, as at T = 3 h the dye uptake markedly decreased in both culture conditions (Figure 2a). Nonetheless, U87 NS cells, richer in CSCs, were more resistant to permeabilization. Following cell permeabilization, ROS levels were evaluated by DHE uptake at T = 0 h or at T = 3 h after PEF-5 exposure (Figure 2b). In U87 ML cells, a statistically significant ROS increase was observed after electric pulse exposure exclusively 3 h after exposure. On the contrary, in exposed U87 NS cells, ROS levels were significantly higher at T = 0 h, remaining stable at T = 3 h post-exposure. These results highlighted an overproduction of ROS that clearly indicated cellular stress in response to this exposure.

### 2.3. Survival, Proliferation and Cell Cycle Perturbation

By trypan blue assay, we assessed the cell viability in both U87 ML and NS after PEF-5 exposure to verify the level of cell survival following reversible cell permeabilization (Figure 2a,b). As shown in Figure 2c,e, U87 ML and NS cells reported a similar (22% and 24%) statistically significant decrease in cell viability 24 h after exposure to PEF-5, suggesting that PEF-5-mediated cell perturbations (i.e., transient permeabilization and ROS generation) did not induce massive death in GBM cells, regardless of their CSC content. Furthermore, as shown in Figure 2d,f, PEF-5 exposure induced a 2.5- or 4.7-fold lower proliferation rate in U87 ML surviving cells compared to the 1.3- and 2.0-fold decrease observed in U87 NS at 24 and 48 h after exposure, respectively.

In order to more deeply understand the reason for changes in cell proliferation, we analyzed the cell cycle (Figure 2g–j). The exposure of U87 ML cells did not induce differences in any phase of the cell cycle compared to the sham-exposed cells (Figure 2g,i). Instead, in the enriched CSC population, U87 NS, the exposure to PEF-5 induced a statistically significant increase of G0/G1 with a significantly high decrease in the G2/M phases (Figure 2h,j). In U87 ML cells, the proliferation reduction may be due to a generalized slowdown of all phases of the cell cycle; on the contrary, in the heterogeneous U87 NS cells, there is an imbalance in the different phases of the cycle and an accumulation of cells in G1.

### 2.4. Transcriptomic Profiles of U87 ML and NS Cells and Validation of mRNA Expression

#### 2.4.1. Affymetrix Gene Chip Analyses

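Human glioblastoma U87-MG cells, grown as monolayers (U87 ML) or as neurospheres (U87 NS), received 5 pulses of 40 µs at 0.3 MV/m (PEF-5) or a sham exposure, and RNA was taken 24 h later. Each of the 4 groups held 4 replicate arrays, 16 arrays in all. The Clariom S array reports mRNA per transcript cluster (TC), the set of probes that lies on a gene. The authors normalized the scanned arrays by robust multiarray averaging, and the log2 expression values used here come from that step; they run from 2.07 to 13.8, with a median per array of 6.88 to 6.93. Nothing further was normalized and no dim TC was removed, so 20889 TCs were tested, 17702 of them with a single gene symbol. Within each culture PEF-5 was compared with sham by limma, with p adjusted by Benjamini-Hochberg over all TCs, and by SAM at a median false discovery rate under 0.05. The methods name SAM in the samr package and a false discovery rate under 0.05, without s0 or delta. SAM was rewritten here from its published description, so the settings may differ. Choices that could change the counts are the spread that limma lends from TC to TC, the constant s0 of SAM (0.0643 in U87 ML and 0.193 in U87 NS) and a filter on dim TCs. The number of arrays limits the precision. The first principal component, 49.7% of the variance, separated the cultures. U87 ML PEF-5 arrays 8 and 9 stood apart from the other U87 ML arrays on the second (12.5% of the variance), at -23.0 and -39.0 against 7.34 and 7.24 for PEF-5 arrays 6 and 7 and 3.22 to 13.9 for the sham arrays. Their weights, estimated by limma from the scatter around the group means, were 0.355 and 0.236, against 0.634 to 1.85 for all other arrays.

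**Figure D1:**
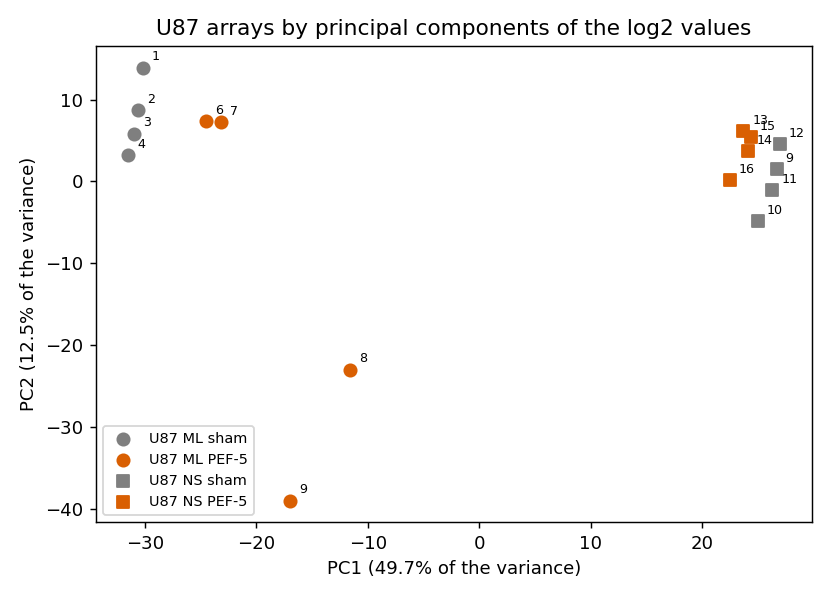
First (49.7% of the variance) and second (12.5%) principal component of the log2 expression of 20889 TCs for the 16 arrays (4 per group). U87 ML PEF-5 arrays 8 and 9 lie at -23.0 and -39.0 on the second.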

Following the observed PEF-5 effects in terms of ROS generation, survival and cell cycle changes, to more widely screen significantly deregulated genes, the gene profile of both U87 ML and NS was examined by Clarion S Affymetrix Gene Chip analyses, after 24 h from PEF-5 exposure. Genes were considered differentially expressed by Significance Analysis of Microarray (SAM) with FDR < 0.05. Relative heat maps with hierarchical clustering generated by normalization of CEL files (detailed in Section 4.5), derived from whole transcriptional analysis, are shown in Figure 3a. 

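IL6, the gene of the cytokine interleukin 6, was among the strongest rises in monolayer cells 24 h after PEF-5, from a log2 expression of 7.01 ± 0.32 (SD, n = 4) to 8.97 ± 0.48 (n = 4), a log2 fold change of 1.96 (standard error 0.23, adjusted p = 0.0237). Both receptors of bradykinin and related kinins rose with it, BDKRB1 by 1.17 (0.11, adjusted p = 0.0146) and BDKRB2 by 1.04 (0.12, adjusted p = 0.0237). So did RRAD, a small GTPase of the RAS family (1.04, standard error 0.12), P4HA1, a prolyl 4-hydroxylase that collagen needs (0.92, standard error 0.10), EREG, a ligand of the EGF receptor (0.75, standard error 0.08), and TNC, the matrix protein tenascin C (0.72, standard error 0.10). NRP2, a receptor of semaphorins and VEGF, rose by 0.79 (0.11, adjusted p = 0.0454), and the readthrough transcript SPECC1L-ADORA2A by 0.73 (0.10). The falls were led by AK5, an adenylate kinase, from 9.10 ± 0.17 to 8.13 ± 0.07 (-0.97, standard error 0.10, adjusted p = 0.0167). SLC7A5, which carries large neutral amino acids, fell by 0.78 (0.10), TRIB3, a pseudokinase induced under amino-acid shortage, by 0.76 (0.10), NUPR1, a stress-induced nuclear protein, by 0.72 (0.09), and PADI3, which turns arginine of proteins into citrulline, by 0.70 (0.08). In each of these 14 genes every PEF-5 array lay beyond every sham array, and they are all the calls of limma (9 higher and 5 lower of 20889 TCs). SAM called the same 14 among 105 (65 higher and 40 lower). Its further calls include CXCL8, the chemokine interleukin 8 (log2 fold change 1.55, standard error 0.29, limma adjusted p = 0.117), and, among the falls, RGS4, a brake on G protein signalling (-1.16, standard error 0.21), the kinase gene CDKL2 (-1.02, standard error 0.18) and the phosphodiesterase gene PDE5A (-0.93, standard error 0.16). Leaving out a single array took the limma count from 14 to none (sham 2, 3 or 4, or PEF-5 7; SAM 22, 28 or 38, or 102), 2 (sham 1 or PEF-5 8), 6 (PEF-5 6) or 49 (PEF-5 9), and a fit of all 16 arrays called 371. Without PEF-5 arrays 8 and 9, an alternative chosen after the data were seen, limma called 73 (60 higher and 13 lower), with 13 of the 14 among them.

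**Figure D2:**
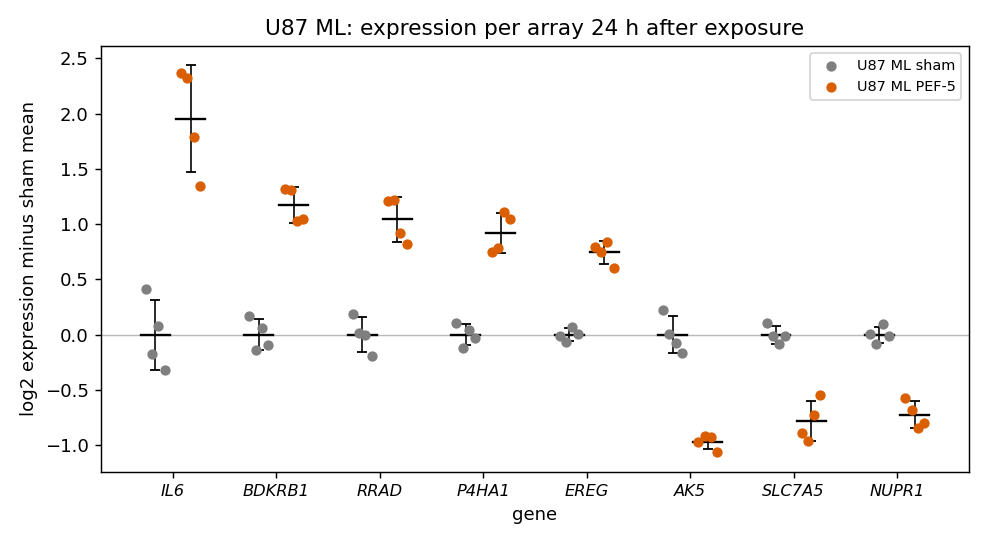
Log2 expression minus the sham mean of 8 genes in U87 ML sham and PEF-5 arrays (points, 4 per group; mean ± SD). IL6 lies 1.96 above and AK5 0.97 below the sham mean after PEF-5.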

The comparison between sham-exposed and PEF-5-exposed U87 ML cells allowed the identification of 156 differentially expressed transcription clusters (TCs; 115 upregulated and 41 downregulated TCs). In the same way, analysis of RNA derived from U87 NS cells disclosed 60 TCs as differentially expressed between sham and exposed cells (39 upregulated and 21 downregulated; Figure 3a,b). 

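Among the largest rises in the neurospheres was that of BPIFC, of a family of lipid-binding proteins, from a log2 expression of 6.84 ± 0.14 (SD, n = 4) to 8.02 ± 0.12 (n = 4), a log2 fold change of 1.17 (standard error 0.09, adjusted p = 0.00199). KRT75, a keratin, rose by 1.16 (0.14, adjusted p = 0.00929), the protease inhibitor SPINK1 by 0.88 (0.16, adjusted p = 0.0351), GCNT3, which branches O-linked glycans, by 0.86 (0.11, adjusted p = 0.0113), the carboxypeptidase CPA4 by 0.82 (0.10) and ATP6V0D2, a subunit of the vacuolar proton pump, by 0.82 (0.10). IL1RN, the antagonist of the interleukin 1 receptor, rose by 0.80 (0.07, adjusted p = 0.00404), the imprinted gene MEST by 0.77 (0.08), the matricellular protein gene CCN3 by 0.73 (0.08) and ASNS, asparagine synthetase and a target of ATF4, by 0.73 (0.07, adjusted p = 0.0059). The falls include RFTN2, of the raftlin family, from 5.69 ± 0.36 to 4.39 ± 0.11 (-1.30, standard error 0.15). IL11, a cytokine of the interleukin 6 family, fell by 0.82 (0.11, adjusted p = 0.00982), BCL2A1, an antiapoptotic target of NF-kB, by 0.80 (0.09, adjusted p = 0.0072), the methyltransferase gene TMT1A by 0.79 (0.12, adjusted p = 0.0158) and CSGALNACT1, which starts chondroitin sulfate chains, by 0.71 (0.08). HMGCS1, of the mevalonate pathway, fell by 0.65 (0.08), KIF20A, a kinesin of mitosis, by 0.65 (0.06) and the netrin receptor gene DCC by 0.63 (0.13, adjusted p = 0.049). Limma called 273 TCs (145 higher and 128 lower), SAM 140 (76 higher and 64 lower), and 135 were shared. DCC was not called once any single array was left out or the arrays were rescaled (adjusted p = 0.0699 with quantile normalization repeated), and with a single array left out SPINK1 was called in 1 of 8 runs (0.038 to 0.108) and TMT1A in 5. Leaving out any array other than sham 12 took the limma count to between 40 and 86, and a variance prior that follows expression level took it to 1139.

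**Figure D3:**
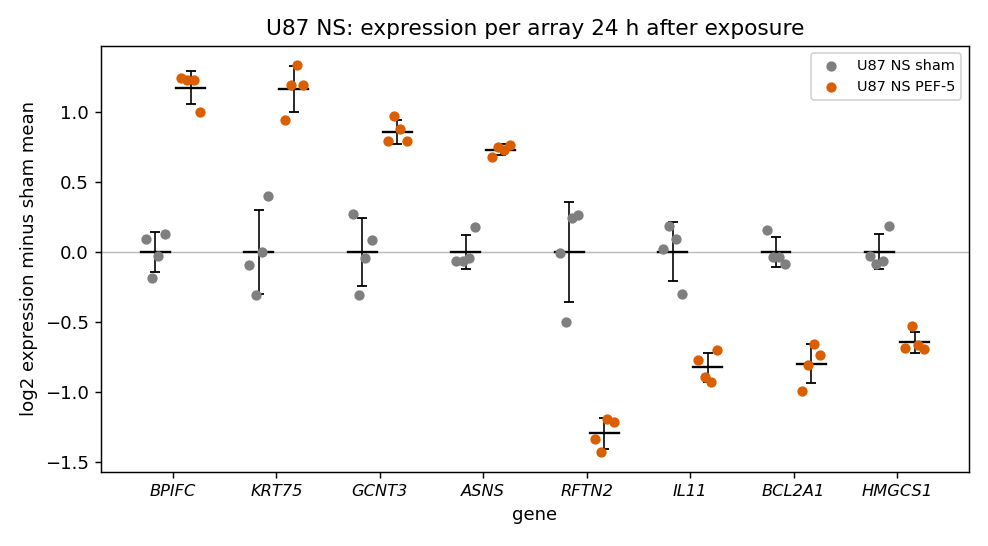
Log2 expression minus the sham mean of 8 genes in U87 NS sham and PEF-5 arrays (points, 4 per group; mean ± SD). BPIFC lies 1.17 above and RFTN2 1.30 below the sham mean after PEF-5.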

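Of the lists, G2 and mitosis and the unfolded protein response and ATF4 targets changed differently between the cultures after PEF-5 also with an estimated correlation. These list tests between the cultures were added after the data were seen. For the 52 measured genes of G2 and mitosis the median difference of the log2 fold change, neurospheres minus monolayers, was -0.51, with 33 genes lower and none higher (adjusted p = 4.97e-48 by camera, 0.00151 with an estimated correlation). For 48 genes of the unfolded protein response and ATF4 targets it was 0.18, with 12 genes higher and none lower (adjusted p = 1.75e-09, 0.00817 with an estimated correlation). Single genes with a more positive change in the neurospheres include GCNT3 (difference of log2 fold changes 1.97), ATP6V0D2 (1.58), CCN3 (1.5), ASNS (1.23) and AK5 (1.06, adjusted p = 0.000802). More negative there were RFTN2 (-1.84), BDKRB1 (-1.19, adjusted p = 0.000329), EREG (-0.93, adjusted p = 0.000647), BCL2A1 (-0.91) and KIF20A (-0.75). In a limma fit of all 16 arrays this difference passed for 365 of 20889 TCs, 196 more positive and 169 more negative in the neurospheres, and 3260 had an unadjusted p under 0.05 (not exact). The count of TCs called within a culture also follows the spread of its arrays. The median SD over all TCs was 0.117 for U87 ML sham, 0.168 for U87 ML PEF-5, 0.128 for U87 NS sham and 0.112 for U87 NS PEF-5 arrays (n = 4 each). The number of TCs with a difference ran from 167 (without U87 NS PEF-5 array 13) to 651 (without U87 ML PEF-5 array 6) when single arrays were left out.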

As shown by the Venn diagram in Figure 3b, fewer genes were modulated in U87 NS compared to ML cells (60 vs. 156 TCs observed in U87 ML). Of note, only a few commonly deregulated genes were identified after PEF-5 exposure. In particular, three upregulated genes, i.e., *Hyaluron synthase 2* (*HSA2*), *proline rich protein 2A* (*SPRR2A*) and *2D* (*SPRR2D*), were the same as U87 ML and NS cells (box in Figure 3b). These genes have been described as components of the plasmatic membrane, having a role in membrane integrity, cell survival and inflammatory responses even post radiation and stressful environmental conditions [34,35,36,37].

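RRAD rose and PADI3 fell in both cultures by limma. In the neurospheres RRAD rose by 0.38 (standard error 0.06, adjusted p = 0.021), less than in the monolayers (difference -0.67, adjusted p = 0.019), and PADI3 fell by 0.55 (0.09, adjusted p = 0.0213), with no difference that passed (adjusted p = 0.581). SLC7A5, lower in the monolayers, rose in the neurospheres by 0.45 (0.07, adjusted p = 0.0154; difference 1.23, adjusted p = 0.000315), and no TC was higher in the monolayers and lower in the neurospheres by limma or by SAM (independent SAM calls would give 0.199). Independent calls would give 0.0625 TCs higher in both (1 observed, one-sided Fisher p = 0.0608), 0.0306 lower in both (1 observed, one-sided Fisher p = 0.0303) and 0.0347 lower in the monolayers and higher in the neurospheres (1 observed, one-sided Fisher p = 0.0342). By SAM, HAS2, RRAD and SPRR2D were higher in both (3 against 0.236 from independent calls, one-sided Fisher p = 0.00172) and PADI3 was lower in both (1 against 0.123, one-sided Fisher p = 0.116). Across 20889 TCs, which are not independent replicates, the log2 fold changes of the cultures correlated at -0.0518 (Pearson). With an unadjusted limma p under 0.01 in both cultures (not exact), 47 TCs moved the same way and 64 opposite ways. The shared calls of limma went from 2 to between 0 and 7 when single arrays were left out (7 without U87 ML PEF-5 array 9).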

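HAS2 encodes the synthase of hyaluronan, the matrix polysaccharide that CD44 binds, and SPRR2A and SPRR2D encode small proline-rich proteins that keratinocytes cross-link into the cornified envelope. In the monolayers HAS2 (TC0800011646.hg.1) went from a log2 expression of 3.77 ± 0.35 to 5.66 ± 0.75 (n = 4 each), a log2 fold change of 1.89 (standard error 0.33), and SPRR2D (TC0100015847.hg.1) from 5.78 ± 0.48 to 8.33 ± 1.14, by 2.55 (0.49). SAM called both higher, while their limma adjusted p was 0.104 and 0.117. SPRR2A (TC0100018492.hg.1) went from 5.17 ± 0.23 to 5.90 ± 0.27, by 0.73 (0.15, adjusted p = 0.159), and neither test called it. For all 3 genes every monolayer PEF-5 array lay above every sham array. The neurospheres held more of each before exposure, and all 3 rose there by both tests: HAS2 from 8.78 ± 0.12 to 9.50 ± 0.05 (0.71, standard error 0.07, adjusted p = 0.00649), SPRR2D from 7.99 ± 0.09 to 8.85 ± 0.06 (0.86, standard error 0.07, adjusted p = 0.00199) and SPRR2A from 8.27 ± 0.16 to 8.82 ± 0.11 (0.55, standard error 0.09, adjusted p = 0.0264). No difference between the cultures passed (adjusted p = 0.118 for HAS2, 0.128 for SPRR2D and 0.71 for SPRR2A). Of 41 genes of the cornified envelope, none passed in the monolayers over all TCs and 3 were higher over the list alone (SPRR2D, SPRR2A and SPRR2B, the last by 1.25, standard error 0.28; list adjusted p = 0.152). In the neurospheres 3 were higher and 38 did not pass, with 5 higher and none lower over the list alone. CSTA, cystatin A, rose by 0.50 (0.09, adjusted p = 0.0395), and the list itself did not pass (adjusted p = 0.726, with a median below and a mean above 0), while it was overrepresented among the genes that SAM called higher (CSTA, SPRR2A and SPRR2D, adjusted Fisher p = 0.008). The paper had already reported SPRR2A and SPRR2D from these same arrays, so this Fisher test is not independent support. Of 15 genes of hyaluronan metabolism, none passed in the monolayers (HAS2 higher and HAS3 lower over the list alone, HAS3 by 0.51, standard error 0.12; list adjusted p = 0.939). In the neurospheres HAS2 rose and HMMR, a hyaluronan receptor active in mitosis, fell by 0.45 (0.06, adjusted p = 0.0133), 13 did not pass and the list gave an adjusted p of 0.792. A limma fit of all 16 arrays called the 3 genes in the monolayers (adjusted p = 0.00181 for HAS2, 0.00313 for SPRR2D and 0.0125 for SPRR2A) and none of them in the neurospheres (0.24, 0.354 and 0.0657). With a single array left out, SPRR2A and CSTA were called in the neurospheres in 1 of 8 runs each (adjusted p = 0.0405 to 0.0807 and 0.0469 to 0.107). SPRR2D was 6.63 on PEF-5 array 9 and 8.78 to 9.07 on the other monolayer PEF-5 arrays.

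**Figure D4:**
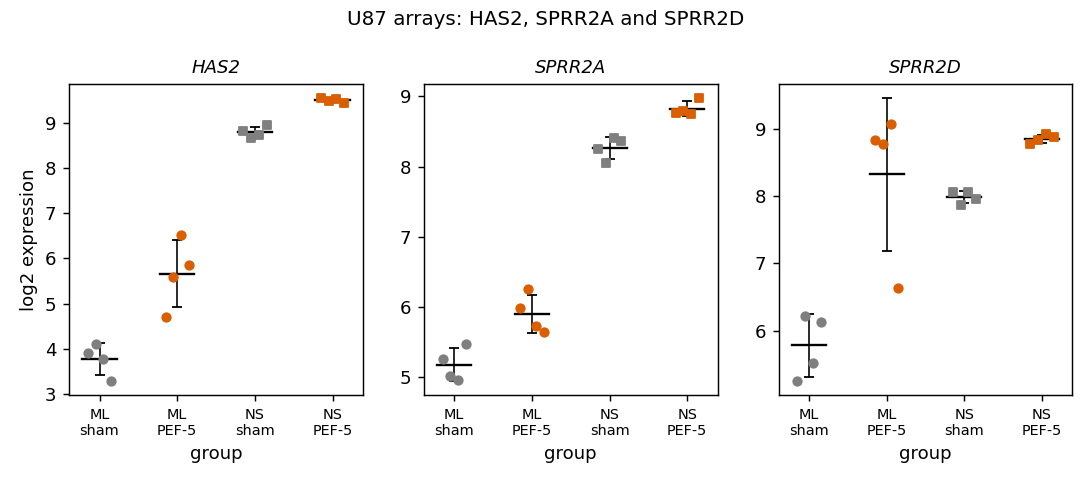
Log2 expression of HAS2, SPRR2A and SPRR2D in U87 ML and U87 NS, sham and PEF-5 (points, 4 arrays per group; mean ± SD). The monolayer means of SPRR2D are 5.78 (sham) and 8.33 (PEF-5).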

In order to identify the potential pathways and intracellular signaling affected by pulse exposure, the gene lists have been analyzed for their enrichment in pathways reported in multiple MSigDB gene sets, including Hallmarks and C2cp (common pathways). In particular, U87 ML cells displayed significant overactivation of multiple hypoxia-dependent targets, with biological processes involved in the response to intracellular oxidation, positive perturbation of P53/cell cycle and alterations of NFkB and TNFα-dependent inflammation signaling (Figure 3c). 

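Targets of the hypoxia response were called higher as a group in the PEF-5 monolayers by camera (adjusted p = 8.72e-18), but not with an estimated correlation (0.506) or by fry (0.119). Of 36 measured genes of the hypoxia list, 33 had a higher mean after PEF-5; over all TCs only P4HA1 was higher, none was lower and 35 did not pass, while over the list alone 16 were higher and none lower. The mitophagy receptors BNIP3 (log2 fold change 0.96, standard error 0.19) and BNIP3L (0.55, standard error 0.11) and NDRG1, a hypoxia-induced growth suppressor (1.17, standard error 0.24), are among the 16. The list had a median log2 fold change of 0.39. Glycolysis, which HIF-1 drives, had 14 of 18 genes with a higher mean, none that passed over all TCs and 6 higher over the list alone, among them PDK1 (0.99, standard error 0.20); its adjusted p was 4.76e-04, or 0.645 with an estimated correlation. Targets of TNF and NF-kB had 2 of 40 genes higher (IL6 and TNC), none lower and 38 not passing, and 12 higher and none lower over the list alone, among them NFKBIA, which holds NF-kB in the cytoplasm (0.70, standard error 0.13). Their adjusted p was 3.94e-08, or 0.569 with an estimated correlation. Of 36 p53 targets none passed over all TCs and 6 were higher over the list alone, among them POLH, a polymerase that copies past DNA damage (0.55, standard error 0.09), the death receptor FAS (0.48, standard error 0.10) and RRM2B, which supplies nucleotides for repair (0.37, standard error 0.10). That list had an adjusted p of 2.94e-05, or 0.569 with an estimated correlation. Genes of G2 and mitosis had a higher mean in 51 of 52, none of which passed over all TCs, with 13 higher and none lower over the list alone (adjusted p = 5.3e-20, or 0.139 with an estimated correlation); UBE2C, a ubiquitin-conjugating enzyme that works with the complex ending mitosis, had 0.44 (0.07) and TOP2A, topoisomerase II, 0.40 (0.07). The 41 genes of S phase had none that passed over all TCs or over the list (list adjusted p = 0.101, with a lower mean in 28). Oxidation is represented by 37 antioxidant and NRF2 genes, and these ran lower: 30 had a lower mean, SLC7A5 fell, none rose and 36 did not pass (adjusted p = 0.00281, or 0.645 with an estimated correlation). Over the list alone AKR1C3, an aldo-keto reductase, was higher (0.36, standard error 0.08) and SLC7A5 and SLC7A11 were lower, SLC7A11, the cystine carrier behind glutathione synthesis, by 1.55 (0.37). Among the genes that SAM called higher, hypoxia genes (5 genes, adjusted Fisher p = 1.08e-06), TNF and NF-kB targets (8 genes, adjusted Fisher p = 1.59e-11), G2 and mitosis genes (5 genes, adjusted Fisher p = 5.39e-06) and p53 targets (2 genes, adjusted Fisher p = 0.032) were overrepresented. The paper had already reported hypoxia, p53 and cell cycle, and NF-kB and TNF from these same arrays. These Fisher tests are therefore not independent support. The PEF-5 arrays were uneven: on arrays 6, 7, 8 and 9 the mean of the hypoxia list lay 0.15, 0.25, 0.56 and 0.79 above sham, that of TNF and NF-kB targets 0.58, 0.55, 0.13 and 0.08, and that of G2 and mitosis 0.13, 0.21, 0.31 and 0.21. Across the 32 lists camera called 12 in U87 ML and none with an estimated correlation (3 with unadjusted p under 0.05, not exact; fry called 4), and since another split of the 8 arrays into 4 and 4 gave up to 13, chance is not excluded for that number (12 or more in 3 of 35 splits). Without PEF-5 arrays 8 and 9 the antioxidant and NRF2 list was no longer called (adjusted p = 0.502).

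**Figure D5:**
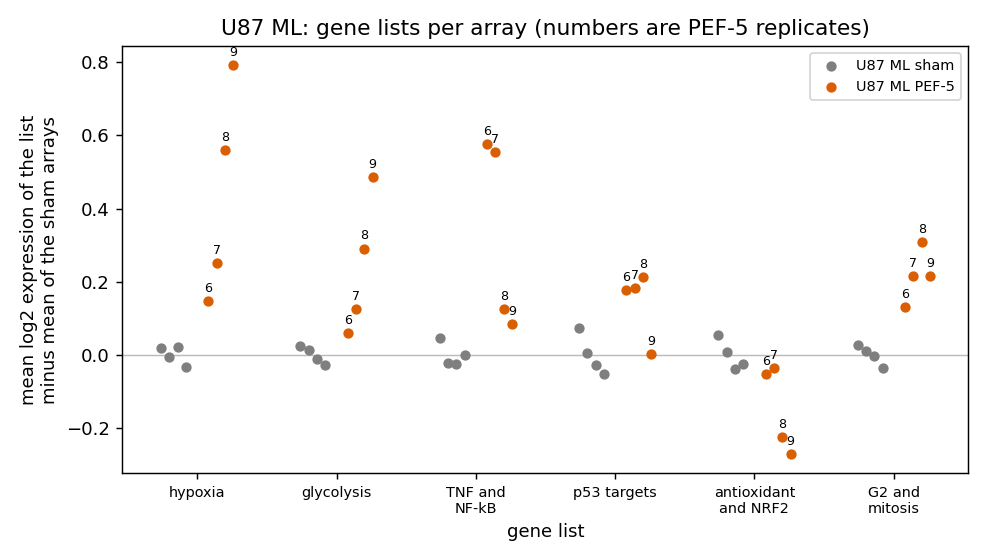
Mean log2 expression of 6 gene lists minus the sham mean on the U87 ML arrays (4 sham, 4 PEF-5; PEF-5 replicates numbered). Array 9 has the highest hypoxia value (0.79) and array 6 the highest for TNF and NF-kB targets (0.58).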

On the contrary, PEF-5 exposure negatively affected different processes involved in cellular remodeling and in regulation of the mTOR signaling pathway, known to be involved in tumor metabolism [38]. Moreover, U87 ML PEF-5-treated cells showed a clear enrichment of apoptosis and interleukin and cytokine-induced senescence secretory phenotype [39] (Figure 3c,e). 

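In the lists used here, which differ from the paper's MSigDB sets, cell junctions and mTORC1 targets showed no group-wide fall in the monolayers. Of 41 genes of adherens and other cell-cell junctions, none passed over all TCs or over the list alone, and 27 had a higher mean after PEF-5 (camera adjusted p = 0.326; fry called the list higher, adjusted p = 0.0282). CADM1 (log2 fold change -0.69, standard error 0.19) and P-cadherin, CDH3 (-1.45, standard error 0.51), ran lower and the junction molecule JAM2 higher (0.77, standard error 0.25) without passing. Of 46 genes of the mesenchymal state and the extracellular matrix, TNC rose, none fell, 45 did not pass and TNC alone passed over the list, while fibronectin, FN1, had 1.11 (0.30); the list ran higher (adjusted p = 0.0498, or 0.645 with an estimated correlation). Of 68 mTORC1 targets P4HA1 rose, TRIB3 and SLC7A5 fell and 65 did not pass, with 12 higher and 8 lower over the list alone (adjusted p = 0.414). The unfolded protein response and ATF4 targets were called lower by camera (adjusted p = 3.78e-06) and fry (0.00712), but not with an estimated correlation (0.152): 38 of 48 genes had a lower mean, NUPR1 and TRIB3 fell, none rose and 46 did not pass, with 1 higher and 12 lower over the list alone. AARS1, alanyl-tRNA synthetase (-0.47, standard error 0.07), and PSAT1, of serine synthesis (-0.45, standard error 0.10), are among the 12. Among SAM's 40 lower calls this list was overrepresented (3 genes, adjusted Fisher p = 0.00512). Leaving out single arrays ended the call of the mesenchymal list (sham 1, 3 or 4, or PEF-5 8 or 9), and without both PEF-5 arrays 8 and 9 its direction turned.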

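Secreted inflammatory factors were called higher as a list in the monolayers by camera (adjusted p = 3.44e-04), but not with an estimated correlation (0.645) or by fry (0.252), and the list of apoptosis genes was not called. Of 46 measured interleukins, chemokines and other secreted inflammatory factors, IL6 and EREG rose, none fell and 44 did not pass; over the list alone 9 were higher and 1 lower. PTGES, which makes prostaglandin E2 (log2 fold change 0.54, standard error 0.08), and the chemokine CCL3 (1.04, standard error 0.18) are among the 9. Of its genes 7 were among those that SAM called higher (CCL20, CCL3, CXCL3, CXCL8, EREG, IL6 and PTGES, adjusted Fisher p = 1.92e-09). Its mean lay 0.47 and 0.48 above sham on PEF-5 arrays 6 and 7 and 0.12 above and 0.11 below it on arrays 8 and 9. Of 34 genes of IL6, JAK and STAT3 signalling IL6 rose, none fell and 33 did not pass, and 5 were higher over the list alone, among them IL1R1, the receptor of interleukin 1 (0.54, standard error 0.08). That list gave an adjusted p of 0.00281, or 0.139 with an estimated correlation, and 0.001 by fry, and its mean lay 0.13 to 0.15 above sham on each PEF-5 array. Of 35 genes of apoptosis none passed over all TCs and FAS alone was higher over the list. CFLAR, which blocks caspase 8, had 0.23 (0.08) and BID, which caspase 8 cleaves, 0.24. The apoptosis list had an adjusted p of 0.939, with 17 genes of higher and 18 of lower mean.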

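Genes of G2 and mitosis were called lower as a list in the neurospheres by camera (adjusted p = 8.23e-30), but not with an estimated correlation (0.0536). Of 52 measured, 15 were lower, none was higher and 37 did not pass over all TCs, and 41 were lower and none higher over the list alone. NEK2, a kinase of centrosome separation, fell by 0.60 (standard error 0.07, adjusted p = 0.00929), DLGAP5, of the mitotic spindle, by 0.48 (0.06, adjusted p = 0.00947), and CCNB1, cyclin B1, by 0.50 (0.07, adjusted p = 0.0113). The list had a median log2 fold change of -0.27 and was overrepresented among the genes that SAM called lower (6 genes, adjusted Fisher p = 6.14e-07), and every PEF-5 array lay 0.24 to 0.29 below the sham mean. Genes of S phase ran the other way, with 35 of 41 higher in mean; UNG, which removes uracil from DNA, rose, none fell and 40 did not pass, with UNG alone passing over the list (adjusted p = 4.39e-04, or 0.351 with an estimated correlation). Of 36 p53 targets none passed over all TCs and 3 were higher over the list alone: the ubiquitin ligase MDM2 (0.27, standard error 0.06), the phosphatase PPM1D (0.24, standard error 0.06) and TRIAP1, a survival factor (0.22, standard error 0.06). The p53 list gave an adjusted p of 0.0169, or 0.0951 with an estimated correlation. Of 36 hypoxia genes STC2, stanniocalcin 2, rose by 0.62 (0.06, adjusted p = 0.00446) and ADM, adrenomedullin, by 0.34 (0.07, adjusted p = 0.0461); none fell, 34 did not pass, and over the list alone the same 2 were higher. As a list, hypoxia did not pass (camera adjusted p = 0.326, with 18 genes up and 18 down; 0.0256 by fry), and neither did glycolysis, where none of 18 genes passed (adjusted p = 0.46). The hypoxia list differed from that of the monolayers (adjusted p = 4.18e-10, or 0.252 with an estimated correlation). Of 37 antioxidant and NRF2 genes HMOX1, heme oxygenase 1, rose by 0.59 (0.08, adjusted p = 0.0141) along with SLC7A5, none fell and 35 did not pass, with 7 higher and 1 lower over the list alone, OSGIN1 (0.41, standard error 0.11) among them (list adjusted p = 0.0322, or 0.341 with an estimated correlation). The unfolded protein response and ATF4 targets had 7 of 48 genes higher, none lower and 41 not passing, and 17 higher and 2 lower over the list alone; PSAT1 rose by 0.52 (0.06, adjusted p = 0.0072) and SLC3A2, partner of several amino-acid carriers, by 0.50 (0.06, adjusted p = 0.00978). Their adjusted p was 9.05e-05, or 0.0951 with an estimated correlation, and they were overrepresented among the genes that SAM called higher (5 genes, adjusted Fisher p = 3.24e-05). Targets of mTORC1 were split, 5 of 68 higher and 4 lower, with 59 not passing and 13 higher and 11 lower over the list alone (list adjusted p = 0.203). Leaving out single arrays ended the call of the p53 list (sham 12 or PEF-5 13) and of the antioxidant and NRF2 list (sham 10 or 11, or PEF-5 13), and ADM was not called when any single array was left out (UNG was called in 1 of 8 such runs, HMOX1 and SLC7A5 in 3 and CCNB1 in 6).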

Analysis of differentially expressed genes in U87 NS cells displayed a similar modulation of genes involved in hypoxia, intracellular oxidation, inflammation and in P53/cell cycle deregulation (Figure 3d). In particular, *interleukin 6* (*IL-6*) with a significant alteration of NFkB/TNFα-dependent inflammation pathways may suggest a common signature between cell types. Moreover, in U87 NS PEF-5-exposed cells, a significant enriched deregulation of DNA repair processes and the upregulation of gene transcription and RNA processing seems to occur (Figure 3e).

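In the neurospheres IL6 was high before exposure and stayed level, at 12.39 ± 0.07 for sham and 12.40 ± 0.06 for PEF-5 (SD, n = 4 each; log2 fold change 0.01, standard error 0.06, adjusted p = 0.969). Its change was 1.95 smaller than in the monolayers (adjusted p = 0.00151). Targets of TNF and NF-kB were called lower there as a list by camera (adjusted p = 0.00172) and fry (9.81e-04), but not with an estimated correlation (0.0732): of 40, MAP3K8, a kinase of that pathway, rose by 0.67 (0.11, adjusted p = 0.0264), while BCL2A1, PLAU, IL1A and CXCL1 fell and 35 did not pass, with 2 higher and 12 lower over the list alone. PLAU, the urokinase, fell by 0.41 (0.06, adjusted p = 0.0133) and IL1A, interleukin 1 alpha, by 0.53 (0.09, adjusted p = 0.0247). With a single array left out, MAP3K8 and IL1A were called in 2 of 8 runs each and PLAU in 5, and IL1RL1, below, in 2. The change of the list differed between the cultures (adjusted p = 1.75e-09, or 0.25 with an estimated correlation; 10 genes with a more negative and none with a more positive change in the neurospheres). Of 46 interleukins, chemokines and secreted inflammatory factors, IL1RN and the interleukin 33 receptor IL1RL1 (0.53, standard error 0.08, adjusted p = 0.0228) rose, 4 fell, IL11 and PLAU among them, and 40 did not pass, with 3 higher and 14 lower over the list alone (list lower, adjusted p = 2.08e-04, or 0.0684 with an estimated correlation). Both lists were overrepresented among the genes that SAM called lower (3 genes each, adjusted Fisher p = 0.00511 and 0.00516). Of 34 genes of IL6, JAK and STAT3 signalling HMOX1 rose, none fell and 33 did not pass, with 2 higher and 1 lower over the list alone (list adjusted p = 0.812). From IL-6 and the NF-kB and TNF pathways the paper proposes that there may be a signature common to the cell types. By PCR it reports IL6 higher after PEF-5 in both cultures.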

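Genes of splicing and small RNA processing, of RNA polymerases and of DNA repair were called higher as lists in the neurospheres by camera, but not with an estimated correlation, with few single genes that passed. Of 102 measured DNA repair genes, NHEJ1, which joins broken ends, rose by 0.37 (standard error 0.06, adjusted p = 0.0247) and UNG by 0.39 (0.08, adjusted p = 0.0487), none fell and 100 did not pass. Over the list alone 3 were higher and none lower, the mismatch repair gene PMS2 (0.26, standard error 0.06) joining NHEJ1 and UNG, and 68 of the 102 had a higher mean (camera adjusted p = 0.00367, adjusted p = 0.272 with an estimated correlation). Of 69 subunits of RNA polymerases and general transcription factors, POLR3B, of RNA polymerase III, rose by 0.40 (0.07, adjusted p = 0.0273) and POLR1A, of RNA polymerase I, by 0.36 (0.07, adjusted p = 0.0446). None fell, 67 did not pass, and over the list alone the same 2 were higher (list adjusted p = 2.08e-04, or 0.106 with an estimated correlation). Of 83 genes of snRNPs, splicing and small RNA processing, NOP58, of the small nucleolar particles that guide RNA methylation, rose by 0.36 (0.06, adjusted p = 0.0241), none fell and 82 did not pass; over the list alone GEMIN5, which binds snRNAs for snRNP assembly (0.39, standard error 0.08), was higher too. This list gave an adjusted p of 1.94e-06, or 0.111 with an estimated correlation, with 68 of 83 genes higher in mean. All 43 measured cytosolic ribosomal protein genes had a higher mean, by a median of 0.09, and none passed over all TCs or over the list (list adjusted p = 1.99e-05, or 0.424 with an estimated correlation). On each of the 4 PEF-5 arrays the mean of the DNA repair list lay 0.04 to 0.09 above sham, that of RNA polymerases 0.07 to 0.10 and that of small RNA processing 0.06 to 0.13. The changes were more positive than in the monolayers for DNA repair (adjusted p = 0.0363, or 0.39 with an estimated correlation), RNA polymerases (0.00337, or 0.252) and small RNA processing (1.03e-05, or 0.252). With a single array left out NHEJ1, UNG, POLR1A and NOP58 were called in 1 of 8 runs each and POLR3B in 2. Without sham array 10 the DNA repair list was no longer called (adjusted p = 0.0501), and across the 32 lists camera called 16 in U87 NS but none with an estimated correlation (10 with unadjusted p under 0.05, not exact; fry called 13).

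**Figure D6:**
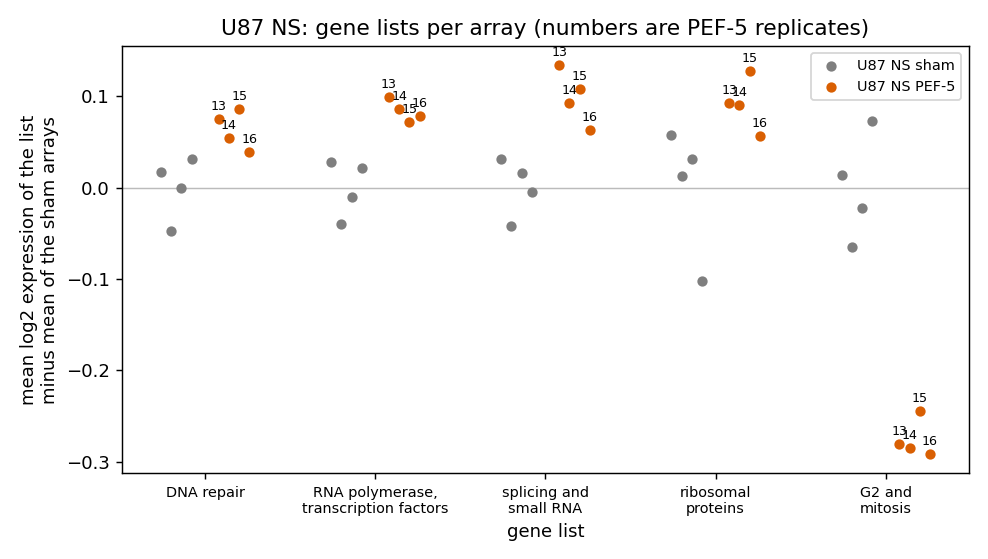
Mean log2 expression of 5 gene lists minus the sham mean on the U87 NS arrays (4 sham, 4 PEF-5). The G2 and mitosis list lies 0.24 to 0.29 below sham on the PEF-5 arrays and DNA repair 0.04 to 0.09 above.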

#### 2.4.2. qPCR Validation of Transcriptome Data for Selected Genes

With the aim of validating the transcriptomic data, we evaluated the expression levels of genes involved in the most deregulated pathways 24 h after PEF-5 exposure i.e., cell cycle (Figure 4a,b) and hypoxia-inflammation signaling (Figure 4c,d). In Figure 4a,b, we observed a significant increase of *P53* and *P21*, the damage sensor proteins, in both U87 ML (*P53* = +0.2 fold, *p* = 0.005; *P21* = +0.4 fold, *p* = 0.008) and U87 NS cells (*P53* = +0.4 fold, *p* = 0.003; *P21*= +0.5 fold *p* = 0.002), in agreement with our transcriptomic analysis. Due to the involvement of P53 in cell cycle regulation, we verified whether PEF-5 exposure altered the levels of different cell cycle components that might have contributed to G1 arrest in U87 NS cells. 

The expression levels of the two cyclin-dependent kinases, *CDK2* and *CDK4*, were significantly affected in both cell conditions (*CDK2* −0.6 fold, *p* = 0.02 and −0.5 fold, *p* = 0.05 in U87 ML and NS, respectively; *CDK4*, −0.6 fold, *p* = 0.002; −0.6 fold, *p* = 0.04 in U87 ML and NS, respectively). On the other hand, in U87 ML cells, no significant change was observed in *CYCLIN D1* mRNA level (Figure 4a), while it was upregulated in U87 NS cells (+0.6 fold, *p* = 0.04; Figure 4b). In the same way, we observed an inverse behavior in the *GADD45* levels, a gene involved in cell cycle progression, downregulated in U87 ML cells (−0.5 fold, *p* = 0.009) and upregulated in U87 NS (+0.4 fold, *p* = 0.03; Figure 4a,b). These data demonstrated that PEF-5 exposure induces a complex cell cycle perturbation, possibly enabling a consequent cell-dependent fate alteration. The significant alteration in many genes involved in cell cycle progression (Figure 4b), such as *CYCLIN D1* (+0.6 fold, *p* = 0.04), *GADD45a* (+0.4 fold, *p* = 0.03) and *CDK4* (−0.6 fold, *p* = 0.04), may explain the cell accumulation in the G1/G0 phase and the G2/M phase reduction observed in Figure 2j. Indeed, the complex of *CYCLIN D1* with *P21*, concurrently with a selective decrease of both *CDK2* and *CDK4,* appears responsible for the decrease of cell proliferation and cell cycle arrest (Figure 2f,j). To further validate our transcriptomic analysis, hypoxia/inflammation signaling was analyzed by mRNA expression levels of *interleukin-6* (*IL6*) and *chemokine* (C-C motif) *ligand 20* (*CCL20*), *cyclooxygenase* (*COX*)-*2* and *inducible nitric oxide synthase* (*iNOS*), all downstream genes of NF-KB signaling (Figure 4c,d). Data showed a significant upregulation of *IL6* mRNA (+4.0 fold, *p* = 0.006 and +0.4 fold, *p* = 0.001 in U87 ML and NS, respectively) and *CCL20* (+3.9 fold, *p* = 0.03 and +0.6 fold, *p* = 0.0008 in U87 ML and NS, respectively). Furthermore, *COX-2* (+9.6 fold, *p* = 0.0003 in U87 ML) and *iNOS* (+5.0 fold, *p* = 0.02 and +0.3 fold, *p* = 0.03 in U87 ML and NS, respectively) were significantly overexpressed compared to sham-exposed cells in both cell lines. Of note, the alteration of all genes analyzed was modest in U87 NS cells compared to U87 ML cells.

Furthermore, deregulation of *β-CATENIN* mRNA expression, observed in both U87 ML (−0.5 fold, *p* = 0.03) and U87 NS cells (+0.4 fold, *p* = 0.02), together with *iNOS* upregulation demonstrated the ability of PEF-5 to induce changes in oxygen-sensitive transcriptional regulators, including NF-kB and WNT/β-Catenin [40,41], thus providing support to our evidence of ROS generation after PEF-5 exposure.

#### 2.4.3. Effects of PEF Exposure on the Stemness/Differentiation Status of GBM Cells

To verify if PEF-5 could affect self-renewal and possibly differentiation processes extremely important in CSCs’ fate, we also investigated the gene expression of *NANOG*, *OCT4* and *SOX2* 24 h after the exposure. In U87 ML cells, we found a statistically significant downregulation of *SOX2* (−0.24 fold, *p* = 0.05; Figure 4e). Notably, in U87 NS cells, all genes were upregulated (*NANOG*= +1.24 fold, *p* = 0.0048; *OCT4* and *SOX2*= +0.5 fold, *p* = 0.01; Figure 4f). To evaluate whether PEF-5 could also change the balance between stemness and differentiation in GBM cells, we evaluated the expression of stemness (*CD133* and *CD15*) and differentiation (*β-III TUBULIN*) markers. PEF exposure did not induce perturbation of *CD15*, *CD133* and *β-III TUBULIN* in U87 ML cells compared to their unexposed counterparts (Figure 4e). Notably, exposure to PEF-5 induced a significant decrease in *CD133* (−0.4 fold, *p* = 0.001) and *CD15* (−0.6 fold, *p* = 0.0003) and a significant increase of *β-III TUBULIN* (+ 0.2 fold, *p* = 0.03) in U87 NS cells (Figure 4f), suggesting selective action of PEF exposure toward cells with a more undifferentiated status.

### 2.5. Functional Testing after PEF-5 Exposure

#### 2.5.1. Clonogenic Survival Assay and IR Combined Treatment

To assess the possible influence of PEF-5 on GBM clonogenic capacity, the survival clonogenic assay was performed on both first neurospheres derived from U87 ML (U87 NS1) and second generation neurospheres derived from U87 NS cells (U87 NS2). As shown in Figure 5, exposure to PEF-5 efficiently decreased the clonogenic capacity in both neurosphere generations (about 2-fold lower than sham-exposed cells; *p* < 0.0001 in U87 ML and *p* < 0.001 in U87 NS). These results again suggested a strong ability of PEF-5 to modify the stem phenotype of CSCs, decreasing their self-renewal capacity (Figure 5a–d). As radiosensitivity increases with cell differentiation status, we tested the effectiveness of a combined protocol, irradiating U87 ML and U87 NS cells with increasing IR doses (2, 5, 8 Gy), 3 h after PEF-5 exposure, as suggested in our previous work [34]. As shown in Figure 5a–d, the combined treatment of PEF-5 and IR was able to reduce clone formation as a function of delivered doses, suggesting an additive effect between these two physical agents.

#### 2.5.2. Invasion Assay after PEF-5 Exposure

As invasiveness is another pathophysiological feature of human malignant gliomas, the effects of PEF-5 on the invasiveness and migration of GBM cells were checked in vitro by Transwell Matrigel invasion assay. As shown in Figure 6a–d, the invasiveness of U87 ML and NS cells exposed to PEF-5 was strongly reduced compared with the control groups. U87 ML PEF-5 exposed cells showed a corresponding decrease of the invasion of 34% and U87 NS cells of 47%. This finding indicates the capacity of PEF-5 alone to inhibit the invasive ability of GBM cells in vitro. Additionally, for this assay, a combined protocol, PEF-5 + IR, was carried out using increasing IR doses (2, 5, 8 Gy) delivered 3 h after PEF-5 treatment. No further decrease in invasion ability was observed in only irradiated U87 ML samples (Figure 6c), instead, a decrease of 28% (*p* = 0.006) and of 29% (*p* = 0.009) was observed in U87 NS cells irradiated with 5 and 8 Gy, respectively (Figure 6d). This result may point out a migration response mediated by the cell types and the specific delivered radiation dose. After the combined protocol of exposure, no significant changes were observed in migration and invasion abilities of these two cell types compared to those observed in the PEF-5-only treated groups. This result highlights the radio resistance of GBM cells in both culture conditions. Notably, PEF-5 treatment alone was as effective as the combined treatment with radiations at all the delivered doses in both U87 ML (PEF vs. 2Gy, −41% *p* = 0.04; PEF vs. 5Gy, −32% *p* = 0.0096; PEF vs. 8Gy, −25% *p* = 0.016) and U87 NS cells (PEF vs. 2Gy, −41% *p* = 0.04).

## 3. Discussion

Despite cancer treatment progress with surgery, chemotherapy and radiotherapy, no effective treatments are available for GBM patients and a new and more effective therapeutic strategy that effectively destabilizes GBM CSCs would represent a major development. In the current study, a specific electric pulse protocol (PEF-5), characterized by a high amplitude and a short duration, has proven to significantly affect the growth of U87-GBM cells and GBM tumor-initiating cells. Considering the dynamic nature of CSCs, the U87 GBM cell line was propagated in two different ways in our experimental design: (i) as a classic monolayer, to investigate a relatively more homogenous population, and (ii) in a more heterogeneous condition as NS. These three-dimensionally organized spheroidal structures contain a nucleus of cells with reduced dimensions, more prone to transform into quiescent or dormant cells, surrounded by a mixture of progenitor stem cells and a very small number of differentiated cells. Our data, in line with the literature [42], confirmed that NS are characterized as having a more undifferentiated status compared to the cells from which they derive. However, NS present a high level of plasticity and possess the ability to dynamically switch between CSC and non-CSC states under the influence of specific stimuli [43,44]. Regardless of cell culture modality, PEF-5 mainly affects the cell plasma membrane [25,29,45,46]. PEF-5 exposure gives rise to an increase in the transmembrane potential, which causes structural membrane defects and permeability disorder. However, PEF-5 is unable to generate irreversible membrane permeabilization, similar to that observed in MB cells [34], in both GBM cultures, which resulted in a lower level of cell death, demonstrating the existence of a PEF-5 toxicity threshold value, higher in U87-GBM than in D283-MB cells. This threshold appears to depend on specific cellular characteristics that may play a key role in predicting the cell response to PEF exposure [12].

The significantly lower ability of U87 NS to be permeabilized compared to U87 ML could be related to the different membrane composition/complexity of this more heterogeneous population. The clear enrichment in stem-type transmembrane proteins, such as CD133 and CD15, observed in U87 NS, can determine a different and specific cellular and molecular response to electrical pulse exposure. The lower permeabilization induced in U87 NS by the electric field could also depend on their specific intracellular dielectric characteristics. Indeed, the more differentiated tumor cells (U87 ML) can be identified and separated from the more undifferentiated stem subpopulation (U87 NS) on the basis of specific cytoplasmic redox characteristics [47,48] related to transmembrane proteins [47,48,49].

Although the initial mechanism of PEF-5 action generates only transient electro-permeabilization on U87-GBM cell membranes, the electrical pulses act as a plasma membrane’s stress factors, generating ROS. As second messengers, ROS can regulate many fundamental cell functions, such as growth, proliferation, differentiation and cell death [50,51,52,53]. ROS content may also have profound effects on stem cell fate [54]. The high ROS production observed in U87-GBM cells is independent of culture conditions, albeit with different kinetics, and suggests ROS as one of the key mechanisms in response to PEF-5 in cancer cells. The electrical pulses, generating a perturbation on the membrane through the cytoskeleton [55], may also influence the electrical potential of intracellular organelles, such as mitochondria, anchored to the cytoskeleton itself, causing the consequent ROS increase [56,57]. When ROS production overcomes the cell antioxidant defenses, the subsequent oxidative stress causes negative effects on multiple cell components. The different kinetics of ROS production immediately after exposure to PEF-5 in U87 NS cells compared to U87 ML (only 3 h after exposure) may depend on the different degrees of stemness of the two cell systems. Although CSCs showed a greater activity of ROS buffering systems [54,58], all tumor cells, due to their high metabolism, are more vulnerable to agents that induce even minimal disturbances in ROS production [59]. In both culture systems, the indirect effect of PEF-5, modulating ROS and membrane integrity, induced a significant block in their ability to proliferate, providing a way to selectively inhibit tumor self-renewal capacity.

Therapeutic strategies based on cell membrane modulation, as demonstrated by PEF exposure, could represent an alternative and interesting tool for future GBM treatment. Among the oxidative sensors, we find proteins, such as P53 and P21 [60,61]. 

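CDKN1A, which encodes p21, an inhibitor of cyclin-dependent kinases, was measured on the arrays of both cultures. In the monolayers its log2 expression was 10.13 ± 0.05 in sham and 10.68 ± 0.17 in PEF-5 cells (SD, n = 4 each), a log2 fold change of 0.55 (standard error 0.09). All 4 PEF-5 arrays lay above every sham array, and SAM called it higher, while its limma adjusted p was 0.104. In the neurospheres it was 10.80 ± 0.02 and 10.82 ± 0.10, a log2 fold change of 0.02 (0.07, adjusted p = 0.93). The change was smaller in the neurospheres by 0.53 (adjusted p = 0.0249). GADD45A, a further gene of the DNA damage response, had log2 fold changes of 0.15 (0.11, adjusted p = 0.636) in the monolayers and 0.11 (0.06, adjusted p = 0.426) in the neurospheres. By PCR the paper reports it lower in the monolayers and higher in the neurospheres. In the monolayers CDKN1A was called higher by limma with array weights (adjusted p = 0.0158), in a fit of all 16 arrays (0.00295) and without PEF-5 array 9 (0.0224).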

Our results showed a statistically significant increase in *P53* (by transcriptomic analysis and mRNA expression) and subsequent induction of *P21* in both U87 ML and U87 NS. This suggests the ability of PEF-5 to propagate damage by signal transduction pathways directly from membranes to the nucleus, generating important perturbations in the cell cycle checkpoint genes [60,61], with consequent inhibition on cell proliferation in both U87 ML and NS cells. Furthermore, in U87 NS, where higher cellular heterogeneity is evidenced, we observed a perturbation in several key checkpoint genes in response to PEF-5 exposure. In particular, the significant increase in *CYCLIN D1* expression, known for its role in regulating cell cycle progression [62], complexing with *P21*, combined with a selective decrease of both *CDK2* and *CDK4,* could explain the accumulation in G1/G0 and the reduction of the G2 phase [63,64] preventing cell cycle progression in U87 NS [65,66]. In the same way, our data showed a significant PEF-5 related downregulation of *CKD2* and *CDK4*, also in U87 ML cells, suggesting that the electric field can potentially act as a powerful class of CDK inhibitors, targeting pivotal players of the cell cycle [64].

Proteins of the GADD45A family, which regulate the balance between repair, cycle arrest, senescence, apoptosis and maintenance of the stem cell pool [67,68], have been linked in recent years to oxidative cell damage [69,70]. In our set-up, the modulation of *GADD45A* expression could, therefore, interfere not only with proliferation and cell cycle perturbations [34,67] but also with deregulation of molecular mechanisms maintaining the balance among stemness, proliferation and differentiation within cancer cells [71,72,73], suggesting the involvement of the ROS-P53-GADD45A axis. Indeed, as reported in the literature, one of the many roles of P53 is to directly bind the NANOG promoter [74] and, through the inhibitory action of P21, it seems to be able to at least partially repress the expression of SOX2 [75], as observed in U87 ML cells. Furthermore, through a complex mechanism of cross-talk, the same proteins NANOG, OCT4 and SOX2, are able to regulate the self-renewal process of CSCs through an action on P53 and ROS-mediated by the interaction with the transcription HIF2a [76,77] and MYC [78]. Thus, future analyses are advisable to fully understand PEF action.

According to other authors [68], in U87 NS cells, the overexpression of *GADD45A* could induce and accelerate the differentiation process through the activation of p38-MAPK [68,79,80]. Therefore, the significant decrease in the expression of stem cell genes, such as *CD133* and *CD15*, in U87 NS suggests that PEF-5 could drive some of the cells present in the neurospheres toward differentiation. In agreement with Boso and collaborators [40], the hypoxia pathway observed by transcriptomic analysis and the deregulation of *β-CATENIN* mRNA expression, observed in both U87 ML NS cells, demonstrated the ability of PEF-5 to induce changes in oxygen-sensitive transcriptional regulators, including NF-kB and WNT/β-catenin [40,41], suggesting a partial induction of neuronal differentiation in exposed cells. This finding is also confirmed by the significant activation of the *β-III TUBULIN* gene expression [40,81]. Although the molecular mechanisms that maintain these processes in CSCs compared to non-CSCs are still unclear, the fine modulation of stemness genes [82], such as important transmembrane proteins, such as CD133 and CD15 [42,83], accompanied by a modulation of cellular checkpoint genes [84,85], appears to be of fundamental importance for the survival of CSCs in maintaining the balance between self-renewal and differentiation [77,86].

The functional data obtained from the analysis of the clonogenic test in vitro confirm a specific effect of PEF-5 treatment on U87 tumor cells. Exposure to PEF-5 induces a significant reduction of clonogenic potential in both U87 NS1 and U87 NS2, inhibiting tumor-initiating cell growth and suggesting a strong capacity of PEF-5 to modify the stem phenotype of U87 CSCs [87]. Combined PEF-5 exposure and IR showed an additive effect of the two physical stimuli with a dose-dependent effect of IR on the cell clonogenic potential.

Notably, cell invasiveness was suppressed in both U87 ML and NS exposed cells. Of note, PEF-5 treatment alone was significantly more effective in decreasing cell migration and invasion than radiation exposure in both U87 ML and NS cells independently of the delivered dose. A possible explanation of this radio resistance observed for cell invasion may come from transcriptomic analysis where the activation of hypoxia and NF-kB pathways, validated by the *COX2*, *CCL20* and *iNOS* downstream genes, may induce a radio-resistance mechanism after PEF-5 exposure [88].

Looking globally at our results, a suitable strategy to increase U87-GBM response to PEF would be to modify the electric pulse parameters in order to induce irreversible damage to cells as in MB CSCs [34], for example in terms of pulse number, amplitude and pulse repetition frequency, to generate signal transduction mechanisms involving stronger phenotypic cell modifications. Another interesting point would be to fully understand the main PEF-5 molecular bio-targets, which will be helpful in guiding the optimal choice of electric protocols. In our opinion, the different cell membrane composition in terms of transmembrane proteins, receptors and associated molecules could be relevant for the observed selective PEF action and further experiments are required to fully elucidate these complex biological and biophysical interactions on other GBM cell lines. Experiments on 3D spheroids as an in vivo-like model of tumors [89] can be further used in the future to assess PEF exposure as an effective therapy on GBM or on other tumor types before moving to in vivo studies.

## 4. Materials and Methods

### 4.1. Cell Culture

The human U87-MG cell line was purchased from American Type Culture Collection (Manassas, VA, USA) and was maintained in Dulbecco’s Modified Eagle’s Medium–high glucose (DMEM) containing 10% (*v*/*v*) fetal bovine serum (FBS), 100 units/mL penicillin and 100 mg/mL streptomycin. Cells were incubated at 37 °C with 95% air and 5% CO_2_.

To enrich U87 cells in CSC content (neurosphere assay), they were cultured in a defined serum-free neural stem cell medium: 10 ng/mL of insulin, 2 mg/mL of heparin, 9.6 ng/mL of putrescine, 0.063 ng/mL of progesterone, hepes 5 nM, B27 1X without vitamin A, 20 ng/mL basic fibroblast growth factor (h-FGF) and 20 ng/mL of epidermal growth factor (h-EGF); provided by Sigma Aldrich, Burlington, MA, USA.

### 4.2. Cell Exposure to PEF-5 and Ionizing Radiation IR

Cells were exposed to a specific and well-characterized electric field (5 electrical pulses with an inter-pulse interval of 1 Hz), as previously described [34]. Briefly, all experiments were performed using electroporation cuvettes (0.1 cm gap, Bio-Rad, Italy) connected to a pulse generator (Schaffner NSG504, Eichenau, Germany). The delivered electric pulses have an exponential shape; their amplitude is maintained constant at 300 V (for an electric field of 0.3 MV/m) and the pulse duration is 40 μs at full width at half maximum. This exposure protocol is indicated as PEF-5. The pulse waveforms were monitored in real time via a Tektronix TDS5054B-NV oscilloscope and a high-voltage probe (LeCory PPE 5 kV Cusano Milanino, Italy). To maintain a fixed load of 50 Ω cells were exposed at a concentration of 6×105 cells in 100 μl of an artificial isotonic buffer, as fully detailed in [90], in which above 90% cell viability was assured up to over three hours of cell suspension in this buffer. Cells were irradiated using a Gilardoni CHF 320 G X-ray generator (Gilardoni, Mandello del Lario, Lecco, Italy) operating at 250 kVp, 15 mA, with HVL = 1.6 mm Cu (additional filtration of 2.0 mm Al and 0.5 mm Cu). The dose rate was 0.89 Gy/min at an irradiation distance of 67.7 cm.

### 4.3. Viability Assays

The Trypan blue exclusion test was used to determine the number of viable cells present in a cell suspension. Briefly, cell suspensions were mixed 1:1 with trypan blue dye and automatically cell viability was recorded with a LUNA-II™ cell counter (Logos Biosystem, Villeneuve-d’Ascq, France) 24 h after the exposures. Cell viability was also continuously monitored in real time by RealTime-Glo™ MT Cell Viability Assay (Promega, Milan, Italy), according to the manufacturer’s instructions. Luminescence was monitored at 0, 24 and 48 h after cell plating using a plate-reader GloMax (Promega, Milan, Italy).

### 4.4. Flow Cytometric Analyses

#### 4.4.1. Cell Permeabilization

Cell membrane permeability was analyzed immediately after the electric exposure (T = 0 h) or 3 h later (T = 3 h). Of note, prior to being transferred to the cuvette for PEF exposure, U87 NS were disgregated and reduced to a single cell suspension. A fluorescent probe (Yo-Pro-1, Life Technologies, Italy, λex = 490 nm, λem = 510 nm) at a concentration of 5 μM was present in the cuvette during the exposure of U87 ML and NS re-suspended in the electroporation buffer. Exposed cells (T = 0 h), were diluted in PBS and analyzed by flow cytometry (FACSCalibur®, BD Biosciences, Mountain View, CA, USA) within 10 min after the exposure. To check permeabilization at T = 3 h, exposed cells were plated and after 3 h stained and analyzed by the cytometer as aforementioned. Forward (FSC-H) and side scatterings (SSC-H) were employed to exclude cellular debris from the analysis and to gate the integer/healthy cells. Data were acquired by Cell Quest software and then analyzed by FCS Express v.7 (De Novo, Pasadena, CA, USA).

#### 4.4.2. Evaluation of ROS

ROS analysis was carried out in U87 ML and NS cells labeled by dihydroethidium (5 μM DHE, λex = 518 nm, λem = 605 nm) at 37 °C in the dark for 20 min, then the cells were washed and analyzed immediately after the electric exposure (T = 0 h) by low cytometry (FACSCalibur®, BD Biosciences, Mountain View, CA, USA). To check ROS at T = 3 h, exposed cells were plated and then labeled and analyzed by flow cytometry. Forward (FSC-H) and side scatterings (SSC-H) were employed to exclude cellular debris from the analysis and to gate the integer/healthy cells. The mean fluorescence intensity (MFI) was calculated for each sample as the ratio between the mean fluorescence values in the channel of the probe-labeled versus the sham-treated cells. Auto fluorescence of cells was subtracted using a negative sample.

#### 4.4.3. Cell Cycle

Briefly, about one million U87 ML and NS cells fixed in cold 70% ethanol solution were centrifuged, re-suspended in Propidium Iodide (PI)/RNase staining buffer (λex = 490 nm, λem = 600 nm) and kept in the dark at room temperature for 30 min. The cell cycle was analyzed 24 h after exposure by flow cytometry (FACSCalibur®, BD Biosciences, Mountain View, CA, USA). Samples were analyzed by flow cytometry as described above.

### 4.5. Transcriptomic Profiles of GBM Cells after PEF-5 Exposure

Both U87 ML and NS cells, 24 h after PEF-5 exposure, were subjected to whole transcriptome analysis through Clariom S Affymetrix chips (Affymetrix, Thermo Fisher Scientific, Waltham, MA, USA). In particular, in vitro transcription, hybridization and biotin labeling of RNA has been performed according to GeneChip™ WT Kit protocol and Clariom™ S human gene platform. Microarray data (CEL files) were generated using default Affymetrix microarray analysis parameters (Command Console Suite Software by Affymetrix). Then, CEL files were normalized using the robust multiarray averaging expression measure of Affy-R package (www.bioconductor.org 30 March 2021). Differentially expressed genes between sham- and PEF-exposed cells (N = 4 for each group) have been identified using the Significance Analysis of Microarray (SAM) algorithm coded in the samr R package [91]. Genes with a calculated FDR < 0.05 were considered significantly differentially expressed between the experimental groups. Expression data were deposited into the Gene Expression Omnibus (GEO) database under Series Accession Number GSE195506 and are accessible without restrictions. Gene lists were analyzed for their enrichment (FDR < 0.1) in pathways reported in multiple MSigDB gene sets including Hallmarks, and C2cp (common pathways). Enrichment maps in Figure 3e have been generated with enriched C2cp terms by using the Enrichment Map application in Cytoscape 3.9.0 software (https://cytoscape.org 18 October 2021).

### 4.6. RNA Isolation and RT-PCR

RNA isolation from cells was performed with an Rneasy Mini Kit (# 74104; QIAGEN, Milan, Italy). After quantification, 2μg of total RNA was reverse transcribed with a High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA, USA), and qPCR was carried out as previously described [49]. Oligonucleotide primers used for quantitative RT-PCR are listed in the Supplementary Information file (Table S1). Reactions were performed in triplicate from each biological replicate. Relative gene expression was quantified using Glyceraldehyde-3-phosphate dehydrogenase (GADPH) as a housekeeping gene. The ΔΔCt quantitative method was used to normalize the expression of the reference gene and to calculate the relative expression levels of the target genes.

### 4.7. In Vitro Functional Testing

#### 4.7.1. Clonogenic Survival

The ability of the GBM cells to generate in vitro colonies after exposure was determined using the clonogenic assay, performed on both first neurospheres derived from U87 ML (U87 NS1) and second generation neurospheres derived from U87 NS cells (U87 NS2). Briefly, sham-exposed and exposed cells U87 ML and NS cells were plated at a concentration of 8.000 cells/well into 24-well containing two agar layers: 0.3% lower agar layer and 0.6% upper agar layer in which cells were resuspended. Cells were cultured in defined medium (DMEM/F12 supplemented with 0.6% glucose, 100 units/mL penicillin and 100 mg/mL plus 10 ng/mL of insulin, 2 mg/mL of heparin, 9.6 ng/mL of putrescine, 0.063 ng/mL of progesterone, hepes 5 nM, B27 1X without vitamin A, 20 ng/mL basic h-FGF and 20 ng/mL of h-EGF). Three hours later, cells were irradiated with different x-ray doses (0, 2, 5 and 8 Gy) and then incubated again for colony formation. The medium was regularly added three times a week, until colony formation (about three weeks). After 3 weeks, the colonies were fixed in 10% ethanol and stained with 0.1% crystal violet for 30 min at room temperature. Colonies that contained more than 50 cells were counted by captured images, and the survival was calculated as the average number of counted colonies divided by the number of plated cells, multiplied by plating efficiency (PE), where PE is the fraction of colonies counted and divided by cells plated without radiation. Surviving fractions were normalized by the plating efficiency of unirradiated sham controls.

#### 4.7.2. Matrigel Invasion Assay

Sham and exposed U87 ML and NS (1.25 × 10^5^ cells) in 200 μL of DMEM with 0.5% FBS were seeded into Matrigel matrix-coated upper 24 wells containing polyethylene terephthalate filters with 8 μm porosity (Corning^®^ BioCoat™ Matrigel^®^ Invasion Chamber; Corning, CA, USA). The lower chamber was filled with 10% FBS-containing medium. After 24 h, non-invading cells were removed from the upper surface of the membrane. Cells invading the Matrigel matrix and adhering to the bottom surface of the membrane were fixed and stained with 1:1 methanol + crystal violet. Using an inverted light microscope (Zeiss, Axio Observer, Jena, Germany), the number of invading cells was analyzed by Image J software measuring the area corresponding to the migrated cells in each picture of the insert’s membrane, as suggested in [92].

### 4.8. Statistical Analysis

Results are expressed as the mean of three biological replicates ± standard error of the mean (SEM). All statistical tests were performed with GraphPad Prism software v.7 (GraphPad, San Diego, CA, USA). *p* values were determined using a two-tailed *t* test. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001.

## 5. Conclusions

Our dataset was obtained by analyzing different endpoints, i.e., cell viability, cell permeabilization, ROS generation, cell cycle perturbation and functional testing. The evidence suggests that PEF-5 treatment on homogeneous and more heterogeneous U87 GBM cell populations has a significant effect. PEF-5 exposure inhibited clonogenic and invasion potentials in both U87 ML and NS cells, reducing the ability to form new neurospheres and transmigrate in vitro. This exposure substantially influenced CSCs’ fate and specifically affected their proliferation by differentially regulating cell cycle checkpoints by ROS signal transduction processes. This physical stimulus is easily modifiable in terms of the number of pulses delivered and the degree of intensity and repetition frequency, and this technique could be adapted to target specific tumor cells to optimize personalized therapy alongside conventional oncologic therapies. PEF therefore represents a promising therapeutic approach to pretreat CSCs and cancer cells, reducing radio or chemotherapy doses and helping to prevent tumor relapse.

## Figures and Tables

**Figure 1:**
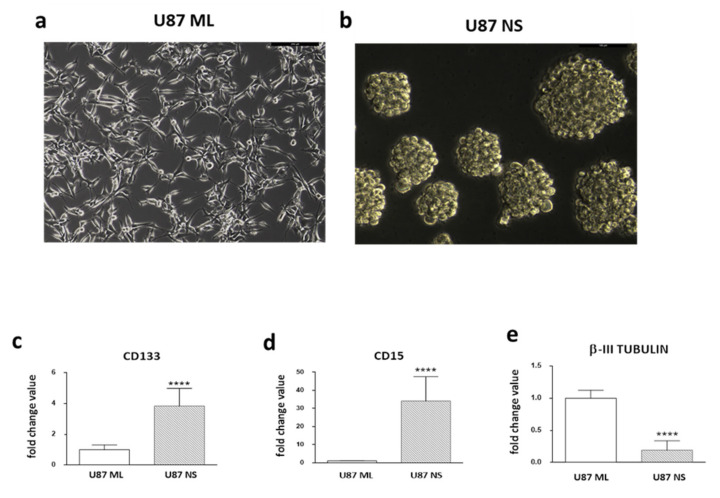
Analysis of stemness/differentiation markers in U87 ML and U87 NS. (**a**) Representative images of U87 cells grown in standard medium as a monolayer. (**b**) Neurospheres grown for 7 days in a selective medium. (**c**,**d**) *CD133* and *CD15* mRNA expression levels, considered stemness markers, and (**e**) *β-III TUBULIN*, a well-known marker of neuron differentiation in U87 ML and NS cells. Data are shown as relative expression compared to U87 ML. *p* values were determined using a two-tailed *t* test, **** *p* < 0.0001.

**Figure 2:**
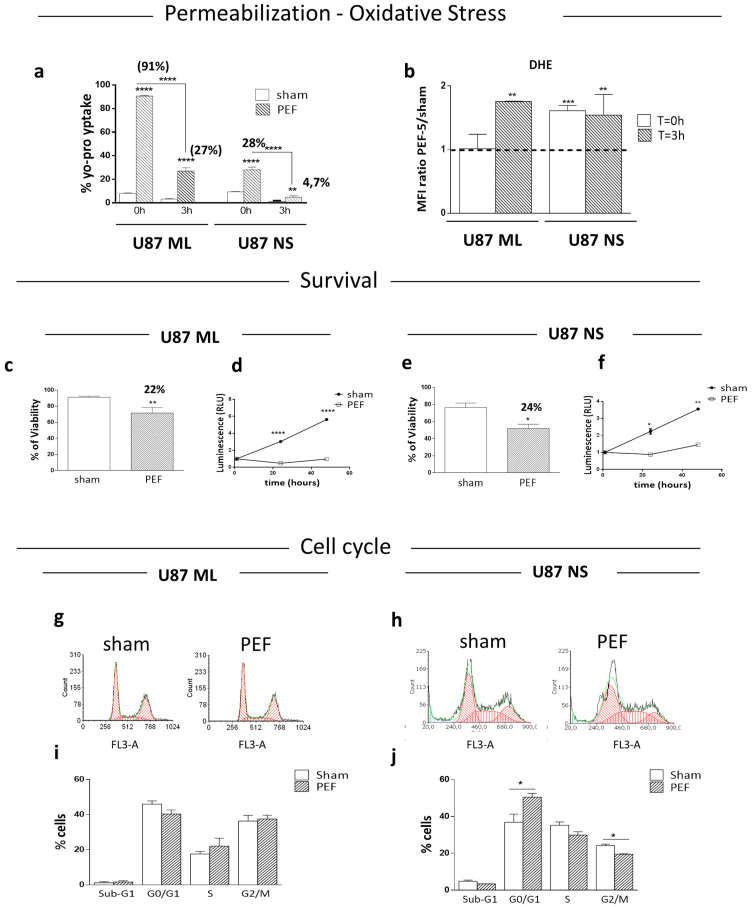
Membrane permeabilization, ROS production, cell survival and cell cycle. (**a**) Yo-pro-1 uptake at T = 0 h and at T = 3 h after PEF-5 exposure in U87 ML and U87 NS cells. (**b**) ROS levels after PEF-5 exposure at T = 0 h and T = 3 h. The histogram shows the ratio between the mean fluorescence intensity (MFI) of exposed and sham-exposed cells in both cell culture conditions. (**c**–**e**) Bar graphs of sham-exposed and exposed U87 ML and NS cells 24 h after PEF-5 exposure for cell death quantification (Trypan blue assay). (**d**–**f**) Cell proliferation evaluated at different time points (0, 24 and 48 h) after PEF-5 exposure in U87 ML and U87 NS. (**g**–**j**) Cell cycle phases in U87 ML and NS at 24 h after PEF-5 exposure. *p* values were determined using a two-tailed *t* test. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001.

**Figure 3:**
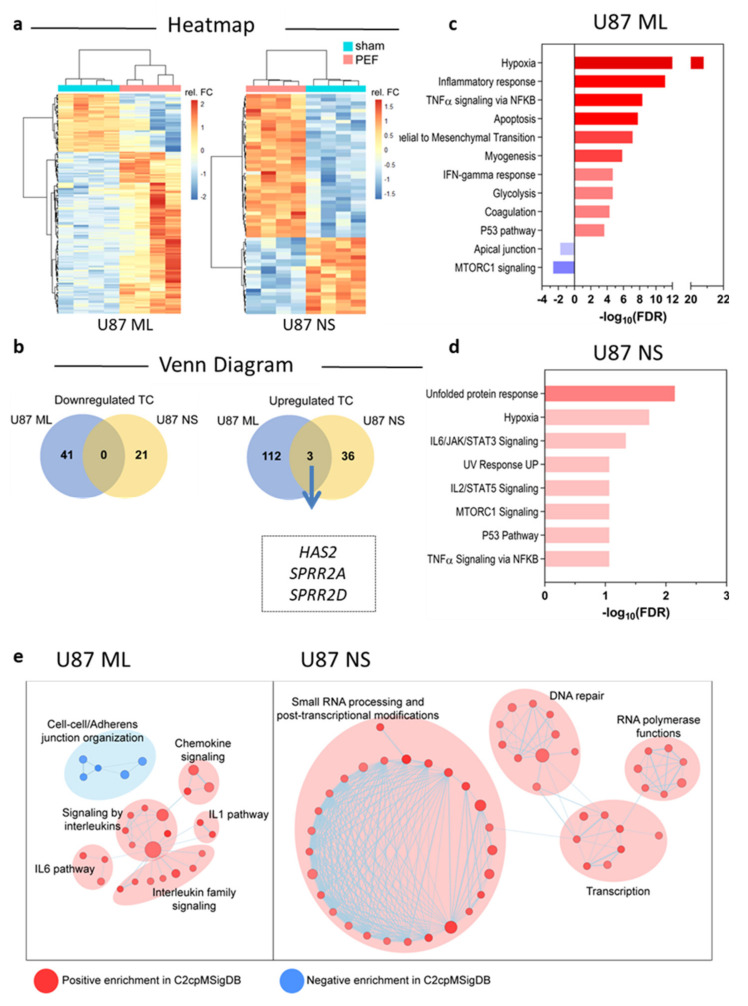
Transcriptomic analysis. (**a**) Heat maps displaying differentially expressed genes in U87 ML and NS cells. (**b**) Venn diagram depicting the number of significantly downregulated and upregulated genes in ML and NS U87 cells, as well as the name of commonly upregulated genes. (**c**,**d**) Bar graphs displaying the positive (red) and negative (blue) transcriptional enrichments in MSigDB gene sets of differentially expressed genes between sham-exposed and PEF5-exposed U87 ML and U87 NS cells. (**e**) Enrichment maps displaying transcriptional enrichments in cellular remodeling and inflammation processes in U87 ML cells and in DNA repair and RNA processing and post-transcriptional modification in U87 NS cells.

**Figure 4:**
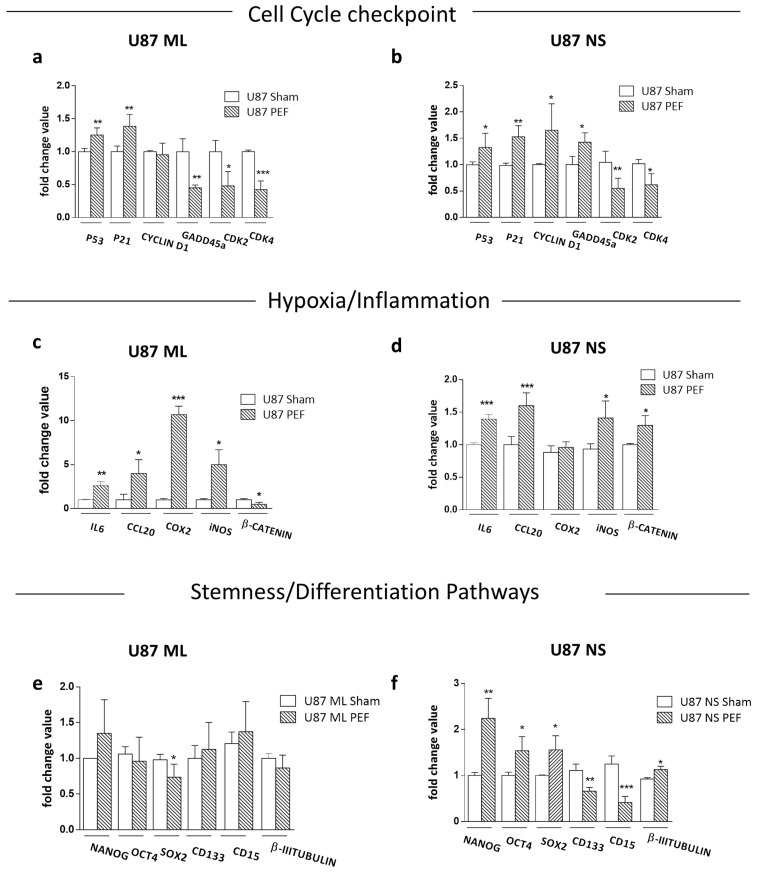
Cell cycle checkpoint, hypoxia/inflammation and stemness/differentiation markers. (**a**,**b**) Relative mRNA expression levels of genes associated with cell cycle, i.e., *P53*, *P21*, *CYCLIN D1*, *GADD45*, *CDK2* and *CDK4*. (**c**,**d**) Relative mRNA expression levels of genes associated with hypoxia/inflammation processes, i.e., *IL6*, *CCL20*, *COX2*, *iNOS* and *β-CATENIN*. (**e**,**f**) Relative mRNA expression levels of genes associated with stemness/differentiation processes, i.e., *NANOG*, *OCT4*, *SOX2*, *CD133*, *CD15* and *β-III TUBULIN*. *p* values were determined using a two-tailed *t* test. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 5:**
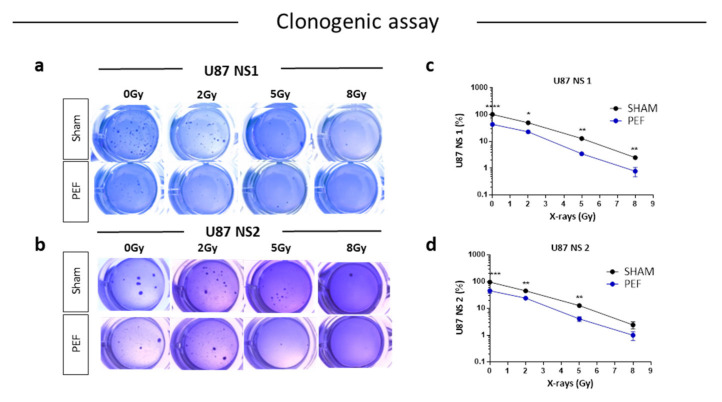
Survival clonogenic assay. (**a**,**b**) Representative images of primary and secondary neurospheres after PEF-5 exposure and IR treatments. (**c**,**d**) Quantitative analysis revealed a significant decrease in the clonogenic capacity between sham- and PEF-5 exposed cells, regardless of culture conditions. The combined treatment (PEF-5 + IR) reduced clone formation as a function of delivered radiation doses. *p* values were determined using a two-tailed *t* test. * *p* < 0.05; ** *p* < 0.01, **** *p* < 0.0001.

**Figure 6:**
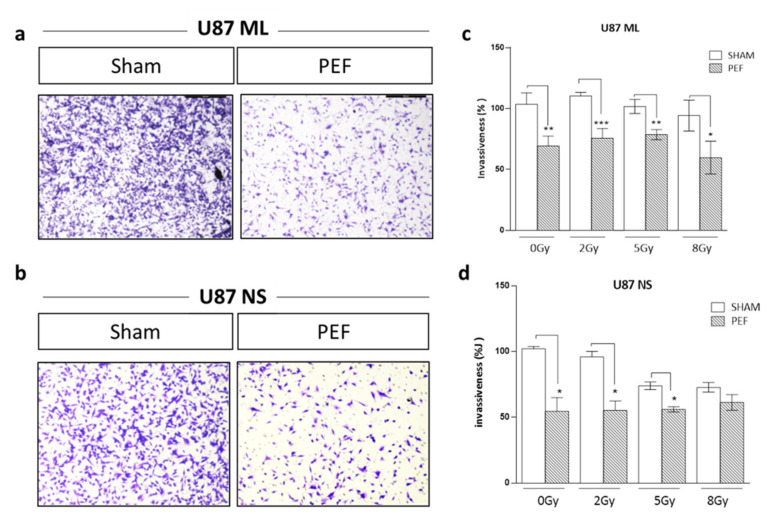
Invasion and migration assay. Representative images of transmigrated cells for (**a**) U87 ML and (**b**) U87 NS cells. (**c**,**d**) Percentage of invasiveness in U87 ML and NS cells evaluated 24 h after PEF-5 exposure and IR combined treatment. *p* values were determined using a two-tailed *t* test. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

## Data Availability

All data are listed in tables or presented in figures in the main text or Supplementary Materials. Moreover, gene expression data generated within this study have been deposited into GEO database under Series Accession Number GSE195506 and are accessible without restrictions.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23063001/s1.

## References

[1] Thakkar J.P., Dolecek T.A., Horbinski C., Ostrom Q., Lightner D.D., Barnholtz-Sloan J., Villano J.L. (2014). Epidemiologic and Molecular Prognostic Review of Glioblastoma. Cancer Epidemiol. Biomarkers Prev..

[2] Bonavia R., Inda M.-d.-M., Cavenee W.K., Furnari F.B. (2011). Heterogeneity Maintenance in Glioblastoma: A Social Network. Cancer Res..

[3] Marusyk A., Polyak K. (2010). Tumor heterogeneity: Causes and consequences. Biochim. Biophys. Acta.

[4] Meyer M., Reimand J., Lan X., Head R., Zhu X., Kushida M., Bayani J., Pressey J.C., Lionel A.C., Clarke I.D. (2015). Single cell-derived clonal analysis of human glioblastoma links functional and genomic heterogeneity. Proc. Natl. Acad. Sci. USA.

[5] Patel A.P., Tirosh I., Trombetta J.J., Shalek A.K., Gillespie S.M., Wakimoto H., Cahill D.P., Nahed B.V., Curry W.T., Martuza R.L. (2014). Single-cell RNA-seq highlights intratumoral heterogeneity in primary glioblastoma. Science.

[6] Snuderl M., Fazlollahi L., Le L.P., Nitta M., Zhelyazkova B.H., Davidson C.J., Akhavanfard S., Cahill D., Aldape K.D., Betensky R.A. (2011). Mosaic Amplification of Multiple Receptor Tyrosine Kinase Genes in Glioblastoma. Cancer Cell.

[7] Sottoriva A., Spiteri I., Piccirillo S.G.M., Touloumis A., Collins V.P., Marioni J.C., Curtis C., Watts C., Tavaré S. (2013). Intratumor heterogeneity in human glioblastoma reflects cancer evolutionary dynamics. Proc. Natl. Acad. Sci. USA.

[8] Szerlip N.J., Pedraza A., Chakravarty D., Azim M., McGuire J., Fang Y., Ozawa T., Holland E.C., Huse J.T., Jhanwar S. (2012). Intratumoral heterogeneity of receptor tyrosine kinases EGFR and PDGFRA amplification in glioblastoma defines subpopulations with distinct growth factor response. Proc. Natl. Acad. Sci. USA.

[9] Galli R., Binda E., Orfanelli U., Cipelletti B., Gritti A., De Vitis S., Fiocco R., Foroni C., DiMeco F., Vescovi A. (2004). Isolation and Characterization of Tumorigenic, Stem-like Neural Precursors from Human Glioblastoma. Cancer Res..

[10] Singh S.K., Clarke I.D., Terasaki M., Bonn V.E., Hawkins C., Squire J., Dirks P.B. (2003). Identification of a cancer stem cell in human brain tumors. Cancer Res..

[11] Singh S.K., Hawkins C., Clarke I.D., Squire J.A., Bayani J., Hide T., Henkelman R.M., Cusimano M.D., Dirks P.B. (2004). Identification of human brain tumour initiating cells. Nature.

[12] Ivey J.W., Wasson E.M., Alinezhadbalalami N., Kanitkar A., Debinski W., Sheng Z., Davalos R.V., Verbridge S.S. (2019). Characterization of Ablation Thresholds for 3D-Cultured Patient-Derived Glioma Stem Cells in Response to High-Frequency Irreversible Electroporation. Research.

[13] Jordan C.T., Guzman M.L., Noble M. (2006). Cancer Stem Cells. N. Engl. J. Med..

[14] Auffinger B., Tobias A.L., Han Y., Lee G., Guo D., Dey M., Lesniak M.S., Ahmed A.U. (2014). Conversion of differentiated cancer cells into cancer stem-like cells in a glioblastoma model after primary chemotherapy. Cell Death Differ..

[15] Ayob A.Z., Ramasamy T.S. (2018). Cancer stem cells as key drivers of tumour progression. J. Biomed. Sci..

[16] Flemming A. (2015). Targeting the root of cancer relapse. Nat. Rev. Drug Discov..

[17] Ostrom Q.T., Bauchet L., Davis F.G., Deltour I., Fisher J.L., Langer C.E., Pekmezci M., Schwartzbaum J.A., Turner M.C., Walsh K.M. (2014). The epidemiology of glioma in adults: A "state of the science" review. Neuro Oncol..

[18] Reya T., Morrison S.J., Clarke M.F., Weissman I.L. (2001). Stem cells, cancer, and cancer stem cells. Nature.

[19] Jolly M.K., Celià-Terrassa T. (2019). Dynamics of Phenotypic Heterogeneity Associated with EMT and Stemness during Cancer Progression. J. Clin. Med..

[20] Chaffer C.L., Brueckmann I., Scheel C., Kaestli A.J., Wiggins P.A., Rodrigues L.O., Brooks M., Reinhardt F., Su Y., Polyak K. (2011). Normal and neoplastic nonstem cells can spontaneously convert to a stem-like state. Proc. Natl. Acad. Sci. USA.

[21] Gupta P.B., Fillmore C.M., Jiang G., Shapira S.D., Tao K., Kuperwasser C., Lander E.S. (2011). Stochastic State Transitions Give Rise to Phenotypic Equilibrium in Populations of Cancer Cells. Cell.

[22] Mani S.A., Guo W., Liao M.-J., Eaton E.N., Ayyanan A., Zhou A.Y., Brooks M., Reinhard F., Zhang C.C., Shipitsin M. (2008). The Epithelial-Mesenchymal Transition Generates Cells with Properties of Stem Cells. Cell.

[23] Nieto M.A., Huang R.Y.-J., Jackson R.A., Thiery J.P. (2016). EMT: 2016. Cell.

[24] Cornelis F.H., Ben Ammar M., Nouri-Neuville M., Matton L., Benderra M.A., Gligorov J., Fallet V., Mir L.M. (2019). Percutaneous Image-Guided Electrochemotherapy of Spine Metastases: Initial Experience. Cardiovasc. Interv. Radiol..

[25] Davalos R.V., Mir L.M., Rubinsky B. (2005). Tissue Ablation with Irreversible Electroporation. Ann. Biomed. Eng..

[26] Gehl J., Sersa G., Matthiessen L.W., Muir T., Soden D., Occhini A., Quaglino P., Curatolo P., Campana L.G., Kunte C. (2018). Updated standard operating procedures for electrochemotherapy of cutaneous tumours and skin metastases. Acta Oncol..

[27] Sano M., Arena C.B., Bittleman K.R., DeWitt M.R., Cho H.J., Szot C.S., Saur D., Cissell J.M., Robertson J., Lee Y.W. (2015). Bursts of Bipolar Microsecond Pulses Inhibit Tumor Growth. Sci. Rep..

[28] Al-Sakere B., André F., Bernat C., Connault E., Opolon P., Davalos R.V., Rubinsky B., Mir L.M. (2007). Tumor Ablation with Irreversible Electroporation. PLoS ONE.

[29] Kotnik T., Rems L., Tarek M., Miklavčič D. (2019). Membrane Electroporation and Electropermeabilization: Mechanisms and Models. Annu. Rev. Biophys..

[30] Yarmush M.L., Golberg A., Serša G., Kotnik T., Miklavčič D. (2014). Electroporation-Based Technologies for Medicine: Principles, Applications, and Challenges. Annu. Rev. Biomed. Eng..

[31] Arena C.B., Garcia P.A., Sano M.B., Olson J.D., Rogers-Cotrone T., Rossmeisl J.H., Davalos R.V. (2014). Focal blood-brain-barrier disruption with high-frequency pulsed electric fields. Technology.

[32] Garcia P.A., Rossmeisl J.H., Robertson J.L., Olson J.D., Johnson A.J., Ellis T.L., Davalos R.V. (2012). 7.0-T Magnetic Resonance Imaging Characterization of Acute Blood-Brain-Barrier Disruption Achieved with Intracranial Irreversible Electroporation. PLoS ONE.

[33] Ringel-Scaia V.M., Beitel-White N., Lorenzo M.F., Brock R., Huie K.E., Coutermarsh-Ott S., Eden K., McDaniel D., Verbridge S.S., Rossmeisl J.H. (2019). High-frequency irreversible electroporation is an effective tumor ablation strategy that induces immunologic cell death and promotes systemic anti-tumor immunity. EBioMedicine.

[34] Tanori M., Casciati A., Zambotti A., Pinto R., Gianlorenzi I., Pannicelli A., Giardullo P., Benassi B., Marino C., Mancuso M. (2021). Microsecond Pulsed Electric Fields: An Effective Way to Selectively Target and Radiosensitize Medulloblastoma Cancer Stem Cells. Int. J. Radiat. Oncol..

[35] Mizuguchi Y., Specht S., Lunz J.G., Isse K., Corbitt N., Takizawa T., Demetris A.J. (2012). SPRR2A enhances p53 deacetylation through HDAC1 and down regulates p21 promoter activity. BMC Mol. Biol..

[36] Parnigoni A., Caon I., Moretto P., Viola M., Karousou E., Passi A., Vigetti D. (2021). The role of the multifaceted long non-coding RNAs: A nuclear-cytosolic interplay to regulate hyaluronan metabolism. Matrix Biol. Plus.

[37] Yoo K.-C., Suh Y., An Y., Lee H.-J., Jeong Y.J., Uddin N., Cui Y.-H., Roh T.H., Shim J.-K., Chang J.H. (2018). Proinvasive extracellular matrix remodeling in tumor microenvironment in response to radiation. Oncogene.

[38] Zou M., Zhu W., Wang L., Shi L., Gao R., Ou Y., Chen X., Wang Z., Jiang A., Liu K. (2016). AEG-1/MTDH-activated autophagy enhances human malignant glioma susceptibility to TGF-β1-triggered epithelial-mesenchymal transition. Oncotarget.

[39] Orjalo A.V., Bhaumik D., Gengler B.K., Scott G.K., Campisi J. (2009). Cell surface-bound IL-1α is an upstream regulator of the senescence-associated IL-6/IL-8 cytokine network. Proc. Natl. Acad. Sci. USA.

[40] Boso D., Rampazzo E., Zanon C., Bresolin S., Maule F., Porcù E., Cani A., Della Puppa A., Trentin L., Basso G. (2019). HIF-1α/Wnt signaling-dependent control of gene transcription regulates neuronal differentiation of glioblastoma stem cells. Theranostics.

[41] Fitzpatrick S.F., Tambuwala M.M., Bruning U., Schaible B., Scholz C.C., Byrne A., O’Connor A., Gallagher W.M., Lenihan C.R., Garvey J.F. (2010). An Intact Canonical NF-κB Pathway Is Required for Inflammatory Gene Expression in Response to Hypoxia. J. Immunol..

[42] Kahlert U.D., Bender N., Maciaczyk D., Bogiel T., Bar E.E., Eberhart C.G., Nikkhah G., Maciaczyk J. (2012). Original article CD133/CD15 defines distinct cell subpopulations with differential in vitro clonogenic activity and stem cell-related gene expression profile in in vitro propagated glioblastoma multiforme-derived cell line with a PNET-like component. Folia Neuropathol..

[43] Elowitz M.B., Levine A.J., Siggia E.D., Swain P.S. (2002). Stochastic Gene Expression in a Single Cell. Science.

[44] Thankamony A.P., Saxena K., Murali R., Jolly M.K., Nair R. (2020). Cancer Stem Cell Plasticity—A Deadly Deal. Front. Mol. Biosci..

[45] Hanna H., Denzi A., Liberti M., Andrã© F.M., Mir L.M. (2017). Electropermeabilization of Inner and Outer Cell Membranes with Microsecond Pulsed Electric Fields: Quantitative Study with Calcium Ions. Sci. Rep..

[46] Kotnik T., Miklavčič D. (2000). Analytical Description of Transmembrane Voltage Induced by Electric Fields on Spheroidal Cells. Biophys. J..

[47] Lambert E., Manczak R., Barthout E., Saada S., Porcù E., Maule F., Bessette B., Viola G., Persano L., Dalmay C. (2021). Microfluidic Lab-on-a-Chip Based on UHF-Dielectrophoresis for Stemness Phenotype Characterization and Discrimination among Glioblastoma Cells. Biosensors.

[48] Manczak R., Saada S., Provent T., Dalmay C., Bessette B., Begaud G., Battu S., Blondy P., Jauberteau M.O., Baristiran Kaynak C. (2019). UHF-dielectrophoresis crossover frequency as a new marker for discrimination of glioblastoma undifferentiated cells. IEEE J. Electromagn. RF Microw. Med. Biol..

[49] Casciati A., Tanori M., Manczak R., Saada S., Tanno B., Giardullo P., Porcù E., Rampazzo E., Persano L., Viola G. (2020). Human Medulloblastoma Cell Lines: Investigating on Cancer Stem Cell-Like Phenotype. Cancers.

[50] Bonnafous P., Vernhes M.-C., Teissie J., Gabriel B. (1999). The generation of reactive-oxygen species associated with long-lasting pulse-induced electropermeabilisation of mammalian cells is based on a non-destructive alteration of the plasma membrane. Biochim. Biophys. Acta (BBA) Biomembr..

[51] Ryu J.M., Lee H.J., Jung Y.H., Lee K.H., Kim D.I., Kim J.Y., Ko S.H., Choi G.E., Chai I.I., Song E.J. (2015). Regulation of Stem Cell Fate by ROS-mediated Alteration of Metabolism. Int. J. Stem Cells.

[52] Sena L.A., Chandel N.S. (2012). Physiological Roles of Mitochondrial Reactive Oxygen Species. Mol. Cell.

[53] Zhang H., Gomez A.M., Wang X., Yan Y., Zheng M., Cheng H. (2013). ROS regulation of microdomain Ca^2+^ signalling at the dyads. Cardiovasc. Res..

[54] Bigarella C.L., Liang R., Ghaffari S. (2014). Stem cells and the impact of ROS signaling. Development.

[55] Rems L., Kasimova M.A., Testa I., Delemotte L. (2020). Pulsed Electric Fields Can Create Pores in the Voltage Sensors of Voltage-Gated Ion Channels. Biophys. J..

[56] Goswami I., Perry J.B., Allen M.E., Brown D.A., von Spakovsky M.R., Verbridge S.S. (2018). Influence of Pulsed Electric Fields and Mitochondria-Cytoskeleton Interactions on Cell Respiration. Biophys. J..

[57] Graybill P.M., Davalos R.V. (2020). Cytoskeletal Disruption after Electroporation and Its Significance to Pulsed Electric Field Therapies. Cancers.

[58] Shi X., Zhang Y., Zheng J., Pan J. (2012). Reactive Oxygen Species in Cancer Stem Cells. Antioxid. Redox Signal..

[59] Jiang H., Wang H., De Ridder M. (2018). Targeting antioxidant enzymes as a radiosensitizing strategy. Cancer Lett..

[60] Bartek J., Lukas J. (2001). Mammalian G1- and S-phase checkpoints in response to DNA damage. Curr. Opin. Cell Biol..

[61] Moulder D.E., Hatoum D., Tay E., Lin Y., McGowan E.M. (2018). The Roles of p53 in Mitochondrial Dynamics and Cancer Metabolism: The Pendulum between Survival and Death in Breast Cancer?. Cancers.

[62] Montalto F.I., De Amicis F. (2020). Cyclin D1 in Cancer: A Molecular Connection for Cell Cycle Control, Adhesion and Invasion in Tumor and Stroma. Cells.

[63] Ding L., Cao J., Lin W., Chen H., Xiong X., Ao H., Yu M., Lin J., Cui Q. (2020). The Roles of Cyclin-Dependent Kinases in Cell-Cycle Progression and Therapeutic Strategies in Human Breast Cancer. Int. J. Mol. Sci..

[64] Moradimotlagh A., Moradimotlagh A., Arefian E., Arefian E., Valojerdi R.R., Valojerdi R.R., Ghaemi S., Ghaemi S., Adegani F.J., Adegani F.J. (2019). MicroRNA-129 Inhibits Glioma Cell Growth by Targeting CDK4, CDK6, and MDM2. Mol. Ther. Nucleic Acids.

[65] Pandey K., Park N., Park K.-S., Hur J., Bin Cho Y., Kang M., An H.-J., Kim S., Hwang S., Moon Y.W. (2020). Combined CDK2 and CDK4/6 Inhibition Overcomes Palbociclib Resistance in Breast Cancer by Enhancing Senescence. Cancers.

[66] Xia W., Lo C.M., Poon R.Y.C., Cheung T.T., Chan A.C.Y., Chen L., Yang S., Tsao G.S.W., Wang X.Q. (2017). Smad inhibitor induces CSC differentiation for effective chemosensitization in cyclin D1- and TGF-β/Smad-regulated liver cancer stem cell-like cells. Oncotarget.

[67] Tamura R.E., De Vasconcellos J.F., Sarkar D., Libermann T.A., Fisher P.B., Zerbini L.F. (2012). GADD45 Proteins: Central Players in Tumorigenesis. Curr. Mol. Med..

[68] Wingert S., Rieger M.A. (2016). Terminal differentiation induction as DNA damage response in hematopoietic stem cells by GADD45A. Exp. Hematol..

[69] Beerman I., Seita J., Inlay M.A., Weissman I.L., Rossi D.J. (2014). Quiescent Hematopoietic Stem Cells Accumulate DNA Damage during Aging that Is Repaired upon Entry into Cell Cycle. Cell Stem Cell.

[70] Rübe C.E., Fricke A., Widmann T.A., Fürst T., Madry H., Pfreundschuh M., Rübe C. (2011). Accumulation of DNA Damage in Hematopoietic Stem and Progenitor Cells during Human Aging. PLoS ONE.

[71] Gupte A., Mumper R.J. (2009). Elevated copper and oxidative stress in cancer cells as a target for cancer treatment. Cancer Treat. Rev..

[72] Santos M.A., Faryabi R., Ergen A.V., Day A.M., Malhowski A., Canela A., Onozawa M., Lee J.-E., Callen E., Gutierrez-Martinez P. (2014). DNA-damage-induced differentiation of leukaemic cells as an anti-cancer barrier. Nature.

[73] Wang J., Sun Q., Morita Y., Jiang H., Groß A., Lechel A., Hildner K., Guachalla L.M., Gompf A., Hartmann D. (2012). A Differentiation Checkpoint Limits Hematopoietic Stem Cell Self-Renewal in Response to DNA Damage. Cell.

[74] Lin T., Chao C., Saito S., Mazur S.J., Murphy M., Appella E., Xu Y. (2004). p53 induces differentiation of mouse embryonic stem cells by suppressing Nanog expression. Nat. Cell Biol..

[75] Marqués-Torrejón M., Porlan E., Banito A., Gómez-Ibarlucea E., Lopez-Contreras A.J., Fernandez-Capetillo O., Vidal A., Gil J., Torres J., Fariñas I. (2012). Cyclin-Dependent Kinase Inhibitor p21 Controls Adult Neural Stem Cell Expansion by Regulating Sox2 Gene Expression. Cell Stem Cell.

[76] Covello K.L., Kehler J., Yu H., Gordan J.D., Arsham A.M., Hu C.-J., Labosky P.A., Simon M.C., Keith B. (2006). HIF-2α regulates Oct-4: Effects of hypoxia on stem cell function, embryonic development, and tumor growth. Genes Dev..

[77] Das B., Pal B., Bhuyan R., Li H., Sarma A., Gayan S., Talukdar J., Sandhya S., Bhuyan S., Gogoi G. (2019). MYC Regulates the HIF2α Stemness Pathway via Nanog and Sox2 to Maintain Self-Renewal in Cancer Stem Cells versus Non-Stem Cancer Cells. Cancer Res..

[78] Dang C.V., Kim J.-W., Gao P., Yustein J. (2008). The interplay between MYC and HIF in cancer. Nat. Cancer.

[79] Jain A.K., Barton M.C. (2018). p53: Emerging roles in stem cells, development and beyond. Development.

[80] Zhao T., Xu Y. (2010). p53 and stem cells: New developments and new concerns. Trends Cell Biol..

[81] Ferrucci M., Biagioni F., Lenzi P., Gambardella S., Ferese R., Calierno M.T., Falleni A., Grimaldi A., Frati A., Esposito V. (2017). Rapamycin promotes differentiation increasing βIII-tubulin, NeuN, and NeuroD while suppressing nestin expression in glioblastoma cells. Oncotarget.

[82] Ebradshaw A., Ewickremesekera A., Tan S.T., Epeng L., Davis P.F., Itinteang T. (2016). Cancer Stem Cell Hierarchy in Glioblastoma Multiforme. Front. Surg..

[83] Mao X.-G., Zhang X., Xue X.-Y., Guo G., Wang P., Zhang W., Fei Z., Zhen H.-N., You S.-W., Yang H. (2009). Brain Tumor Stem-Like Cells Identified by Neural Stem Cell Marker CD15. Transl. Oncol..

[84] Han S., Huang T., Wu X., Wang X., Liu S., Yang W., Shi Q., Li H., Hou F. (2019). Prognostic Value of CD133 and SOX2 in Advanced Cancer. J. Oncol..

[85] Sun Y., Kong W., Falk A., Hu J., Zhou L., Pollard S., Smith A. (2009). CD133 (Prominin) Negative Human Neural Stem Cells Are Clonogenic and Tripotent. PLoS ONE.

[86] Soltanian S., Matin M.M. (2011). Cancer stem cells and cancer therapy. Tumor Biol..

[87] Leone D.P., Relvas J., Campos L.S., Hemmi S., Brakebusch C., Fässler R., Ffrench-Constant C., Suter U. (2005). Regulation of neural progenitor proliferation and survival by β1 integrins. J. Cell Sci..

[88] Tang Z., Dokic I., Knoll M., Ciamarone F., Schwager C., Klein C., Cebulla G., Hoffmann D.C., Schlegel J., Seidel P. (2021). Radioresistance and Transcriptional Reprograming of Invasive Glioblastoma Cells. Int. J. Radiat. Oncol..

[89] Frandsen S., Gibot L., Madi M., Gehl J., Rols M.-P. (2015). Calcium Electroporation: Evidence for Differential Effects in Normal and Malignant Cell Lines, Evaluated in a 3D Spheroid Model. PLoS ONE.

[90] Davies I.W., Merla C., Casciati A., Tanori M., Zambotti A., Mancuso M., Bishop J., White M., Palego C., Hancock C.P. (2019). Push–pull configuration of high-power MOSFETs for generation of nanosecond pulses for electropermeabilization of cells. Int. J. Microw. Wirel. Technol..

[91] Tusher V.G., Tibshirani R., Chu G. (2001). Significance analysis of microarrays applied to the ionizing radiation response. Proc. Natl. Acad. Sci. USA.

[92] Gallo-Oller G., Rey J.A., Dotor J., Castresana J.S. (2014). Quantitative method for in vitro matrigel invasiveness measurement through image analysis software. Mol. Biol. Rep..

# Supplementary material for: Effects of Ultra-Short Pulsed Electric Field Exposure on Glioblastoma Cells
**Source:** Int J Mol Sci. 2022 Mar 10;23(6):3001. doi: 10.3390/ijms23063001
**Supplement:** Supplementary file 1

Supplementary Table S1. List of primers used for quantitative real time PCR.

Human Gene	Forward primer	Reverse primer
<i>Cd133</i>	5'- TCCACAGAAATTTACCTACATTGG -3'	5'- CAGCAGAGAGCAGATGACCA -3'
<i>CD15</i>	5'-TGGGCAGGCTGGTCTTGAAC-3'	5'- CACGGCGGCTCACACCTGTA-3'
<i>β III TUB</i>	5'- AGATGTACGAAGACGACGAGGAG-3'	5'- GTATCCCCGAAAATATAAACACAAA-3'
<i>P53</i>	5'- TAACAGTTCCTGCATGGGCGGC-3'	5'-AGGACAGGCACAAACACGCACC-3'
<i>P21</i>	5'- TCC AGC GAC CTT CCT CAT CCA C -3'	5' -TCCATAGCC TCTACTGCC ACC ATC-3'
<i>Cyclin D1</i>	5' TGTGCATCTACACCGACAAC-3'	5'- CACAGAGGGCAACGAAGGT-3'
<i>GADD45a</i>	5' TCGTGAAATGGAAGGGATGG -3'	5'-AGGTTTTGGGCTTGGGTC-3'
<i>CDK2</i>	5'-CGGAGCTTGTATCGCAAAT -3'	5' -CACTGGAGGAGAGGGTGAGA -3'
<i>CDK4</i>	5'-CACAGCTGCTGCTGGAAAT-3'	5'-TGCTCACTCCGGATTACCTT-3'
<i>IL6</i>	5 '-CAAGTCGGAGGCTTAATTACACATG -3 '	5 '- AGAAAAGAGTTGTGCAATGGCA -3 '
<i>CCL20</i>	5'- AAGTTGTCTGTGTGCGCAAATCC-3'	5'- CCATTCCAGAAAAGCCACAGTTTT -3'
<i>iNOS</i>	5'AGTATCACAGGCTTCATTGACC-3'	5'-GAAGCCGCTGGCATTCCGCA-3'
<i>COX2</i>	5'- CGGTGAAACTCTGGCTAGACAG-3'	5'- GCAAACCGTAGATGCTCAGGGA -3'
<i>β CATENIN</i>	5'-GGTGGACCCCAAGCTTTAG-3'	5'- AGTGGGATGCTGGGTGTAA-3'
<i>SOX 2</i>	5'- GAGCTTTGCAGGAAGTTTGC -3'	5'- GCAAGAAGCCTCTCCTTGAA -3'
<i>NANOG</i>	5'- ACCTGGCTGCCGTCTCTGG -3'	5'- AGCAAAGCCTCCCAATCCCAAACA -3'
<i>OCT4</i>	5'- TTTTGGTACCCAGGCTATG -3'	5'- TTTTGGTACCCAGGCTATG -3'
<i>COX2</i>	5'- CGGTGAAACTCTGGCTAGACAG-3'	5'- GCAAACCGTAGATGCTCAGGGA -3'
<i>GADPH</i>	5'- ATTCCACCCATGGCAAATTC -3'	5'- GGGATTTCCATTGATGACAAG -3'

How the deposited data were processed for this re-analysis (not part of the article)

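The arrays measured mRNA of U87-MG glioblastoma cells grown as monolayers (U87 ML) or neurospheres (U87 NS), 24 h after PEF-5 (5 pulses of 40 µs at 0.3 MV/m) or sham exposure, with 4 replicate arrays in each of the 4 groups. The authors scanned Clariom S arrays and computed log2 expression values per transcript cluster (TC) by robust multiarray averaging (RMA) before they deposited them; the paper gives no version of RMA. All 16 arrays of that matrix were used, and no column was left out. The values run from 2.07 to 13.8 and the median per array from 6.88 to 6.93. Pearson correlation within a group ran from 0.9946 to 0.9958 (U87 ML sham), 0.9864 to 0.996 (U87 ML PEF-5), 0.9938 to 0.9956 (U87 NS sham) and 0.9951 to 0.9964 (U87 NS PEF-5). The number of arrays limits the precision. No paired analysis was possible because neither the paper nor the sample records link a PEF-5 array to a sham array.

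Gene symbols came from the platform's annotation: 17702 of 20889 TCs had a single symbol, 3187 had none and none had several, which gives 17684 distinct genes, 17 of them with more than 1 TC. No symbol was updated. POU5F1 and TUBB3, which the paper names, have no TC under their own single symbol in this annotation and were not analysed here; a further gene is not reported here. In gene lists each gene was represented by its TC with the highest mean over the 16 arrays.

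Everything below was computed in R 4.3.3 with limma 3.58.1 and statmod 1.5.0, and the figures in python 3.11.15 with matplotlib 3.10.9 and numpy 2.4.6. The tests, the gene lists, the rule for naming genes and the alternatives were chosen before the data were examined, except where the text says otherwise. The paper, with its results from these same arrays, was known by then. Lists that cover pathways or genes it reports are therefore not independent support for them. List tests of the difference between the cultures and of the difference between the sham groups were added after the data were seen. No filter, no further normalization and no fold threshold was applied in the main tests. Within each culture, PEF-5 was compared with sham by lmFit and eBayes of limma (two-sided), with Benjamini-Hochberg over all 20889 TCs and adjusted p under 0.05. SAM was written from its published description: all 70 assignments of 4 of 8 arrays, s0 by the minimum coefficient of variation, pi0 from the quartiles of the permuted statistic, and the smallest of 50 delta values with a median false discovery rate under 0.05. This gave s0 = 0.0643, pi0 = 0.805 and delta = 0.935 (median false discovery rate 0.0383) for U87 ML, and 0.193, 0.755 and 0.507 (0.0324) for U87 NS. The difference of the PEF-5 effect between the cultures and the difference between the sham groups were tested in limma fits of the 16 arrays and of the 8 sham arrays. In the comparison of the sham groups, culture and any batch of arrays go together. Overlaps of calls were set beside the overlap of independent lists, with a one-sided Fisher test.

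MSigDB was not used here; 32 shorter lists with 1325 distinct genes, 1192 of them measured, were written from general knowledge. They cover the hypoxia response, glycolysis, TNF and NF-kB targets, secreted inflammatory factors, IL6, JAK and STAT3 signalling, the interferon response, p53 targets, apoptosis, the antioxidant and NRF2 response, the unfolded protein response and ATF4 targets, mTORC1 targets, cholesterol synthesis, cell-cell junctions, the mesenchymal state and matrix, hyaluronan metabolism, the heat shock response, metallothioneins, immediate early genes, DNA repair, RNA polymerases and general transcription factors, splicing and small RNA processing, histones, S phase, G2 and mitosis, glioma stem cell markers, neuronal and glial markers, the cornified envelope, plasma membrane repair, ribosomal proteins, oxidative phosphorylation, leukocyte markers, and fibroblast and endothelial markers. Each list was tested by camera of limma with a preset inter-gene correlation of 0.01, adjusted by Benjamini-Hochberg over the 32 lists of a culture, and again with an estimated correlation and by fry. Members were counted at adjusted p under 0.05 over all TCs, and again with the adjustment made over the list alone. Lists were also tested for overrepresentation among genes called by SAM (one-sided Fisher test, 17684 genes as background, adjusted over lists). List values per array are means over members minus the mean of the sham arrays. An exact permutation test of these means for 4 against 4 arrays cannot go below p = 0.0286; adjusted over lists, its smallest value was 0.131 in U87 ML and 0.0763 in U87 NS.

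Genes were named by rule: per culture the 12 largest rises and 8 largest falls among TCs with a single symbol that limma called and in which every PEF-5 array lay beyond every sham array, filled up from SAM calls where limma called fewer; every gene the paper names; and up to 4 members with the smallest p of each list in the text. Other members, such as those that SAM called within a list, were named after their values were seen.

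The pipeline was tested on simulated data with the group sizes and spread of the arrays, where 100 of 20889 TCs were shifted per size. Of shifts of 1 log2 unit, limma recovered 92% in U87 ML and 92% in U87 NS, SAM 91% and 92%, the difference between cultures 85% and the sham comparison 92%. Of shifts of 0.5 the tests recovered 38%, 55%, 33%, 51%, 34% and 58% in the same order, with 4 to 12 false calls per test. Camera, camera with an estimated correlation and fry each called 8 of 8 lists shifted by 0.15. False calls were none, except 1 for fry in U87 NS. The simulated TCs were drawn independently of each other. These runs therefore do not measure false calls that come from correlation between genes.

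Alternatives to these choices were a single fit of all 16 arrays, a trended and robust variance prior, only the 13926 TCs with the highest mean, quantile normalization repeated within a culture, centring on the array median, array weights, a threshold of 0.58 on the log2 fold change, the methods' t-test, other s0, pi0 and false discovery estimates in SAM, limma calls and a narrower background for overrepresentation, the mean over a gene's TCs, and each array left out in turn. U87 ML analyses without PEF-5 arrays 8 and 9 were added after the data were seen. Every count was also compared with that of other splits of the same arrays. No data of the paper's quantitative PCR, flow cytometry, viability and imaging experiments were analysed, since the analysis is of the arrays; where the text refers to these experiments, it gives what the paper reports.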

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

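The values in this paragraph and the next were picked by rules set before the data were examined, while the tests of single arrays, of S phase and of chaperones were chosen only after the results were seen. The list tests between the cultures, to which such a rule was applied, were also added after the data were seen. In 18 of 282 groups of 4 arrays, a named gene or a gene list had 1 array far from the other 3; chance alone gives this in about 1 in 20 groups. In U87 ML the log2 values were 6.63 for SPRR2D on PEF-5 array 9 (others 8.78 to 9.07), 6.4 for TRIB3 on PEF-5 array 8 (6.68 to 6.71), 11.33 for CCND1 on PEF-5 array 8 (10.86 to 10.89), 5.04 for CCL20 on sham array 4 (3.62 to 3.78) and 9.20 for GADD45A on sham array 2 (9.05 to 9.07). In U87 NS they were 7.84 for BPIFC on PEF-5 array 16 (8.07 to 8.09), 8.88 for MEST on PEF-5 array 15 (8.65 to 8.67), 7.90 for CPA4 on sham array 10 (8.23 to 8.25), 8.14 for MEST (7.87 to 7.89), 9.91 for ASNS (9.67 to 9.69) and 13.29 for GAPDH (13.26 to 13.27) on sham array 12, and 10.46 for MYC on sham array 9 (10.35 to 10.37). List means minus the sham mean stood apart for p53 targets (0.00159 on U87 ML PEF-5 array 9; others 0.18 to 0.21), the unfolded protein response and ATF4 targets (-0.20 on the same array; -0.13 for the others), metallothioneins (0.13 on U87 ML PEF-5 array 6; 0.05 to 0.06), RNA polymerases (0.0443 on U87 ML sham array 1; -0.02 to -0.01), oxidative phosphorylation (0.0376 on the same sham array; -0.02 to -0.01) and the heat shock response (0.11 on U87 NS PEF-5 array 16; 0.16 to 0.17).

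The change after PEF-5 differed between the cultures (neurospheres minus monolayers, log2) for 25 of the genes named for the size of their change or by the paper (members of gene lists are not counted). It was more negative in U87 NS for the cytokine and chemokine genes IL6 (-1.95), CXCL8 (-1.78), CCL20 (-1.77) and IL11 (-0.87), the kinin receptors BDKRB1 (-1.19) and BDKRB2 (-1.10), and EREG (-0.93), P4HA1 (-0.92), SPECC1L-ADORA2A (-0.91), BCL2A1 (-0.91), KIF20A (-0.75), TNC (-0.67), RRAD (-0.67), NRP2 (-0.58), CDKN1A (-0.53) and RFTN2 (-1.84). It was more positive for NUPR1 (1.27), SLC7A5 (1.23), ASNS (1.23), TRIB3 (1.15), GCNT3 (1.97), ATP6V0D2 (1.58), CCN3 (1.5), AK5 (1.06) and MEST (0.91). Of the lists, the median difference was -0.51 for G2 and mitosis and 0.18 for the unfolded protein response and ATF4 targets. Lists without a counterpart among the sets that Fig. 3c-e of the paper shows were called in U87 ML, at a median log2 fold change of 0.0613 for metallothioneins, 0.0485 for histones and 0.19 for G2 and mitosis. In U87 NS they were cholesterol synthesis (-0.24), the heat shock response (0.16), S phase (0.10), G2 and mitosis (-0.27), ribosomal proteins (0.087), oxidative phosphorylation (0.0497) and leukocyte markers (-0.12). None of these lists passed with an estimated correlation in either culture (adjusted p = 0.139 to 0.687 in U87 ML and 0.0536 to 0.594 in U87 NS).

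Of the tests of the G2 and mitosis genes, those of single arrays and of S phase were chosen only after the results were seen. A shift that follows expression level, left by the authors' normalization, is argued against: the list medians of 0.1932 in U87 ML and -0.2711 in U87 NS lie outside the central 95% of 10000 random lists matched on mean expression (-0.0618 to 0.0294 and -0.0107 to 0.0642), and no random list was as extreme. The arrays that stand apart in U87 ML do not make the rise, since the lower of the scores of arrays 6 and 7, 0.1323, lies above every sham array. A smaller share of dividing cells in U87 NS as the whole cause would also lower the S phase genes, and is argued against by their mean score, 0.09772 above sham (95% interval -0.00679 to 0.2022) against -0.2751 for G2 and mitosis; an earlier test, on the lowest score of a PEF-5 array (0.06616, within the sham range of -0.0748 to 0.0839), had decided nothing and was replaced. The paper's flow cytometry has fewer U87 NS cells in G2/M and more in G0/G1 after PEF-5, and no phase change in U87 ML. This leaves fewer cells in G2/M open as the biological explanation in U87 NS. The paper also reports a lower proliferation rate in both cultures after PEF-5. The S phase interval includes 0 and speaks only against a fall in proportion to G2 and mitosis. Fewer dividing cells as a part of the cause therefore stay open.

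Of U87 ML PEF-5 arrays 8 and 9, which stand apart, all explanations were written down before their tests were run. RNA of U87 NS cells mixed in is argued against, because of the 100 TCs most above U87 ML sham in U87 NS sham only 74% on array 8 and 48% on array 9 lay above the highest U87 ML sham array, against 66% and 74% on arrays 6 and 7. Random noise of single arrays is argued against as well, since array 8 minus array 6 and array 9 minus array 7 correlated at r = 0.3702 across TCs, which are not independent replicates. A larger amount of the whole change that the other arrays show is argued against by r = 0.04389 (array 8) and -0.08003 (array 9) of their difference from array 6 with array 7 minus the sham mean. What arrays 6 and 7 share enters this test with opposite signs, which lowers r, so a larger amount in part of the genes is not excluded. No biological explanation was tested; higher hypoxia genes and lower TNF and NF-kB targets on these arrays go with it, and a record of the density and medium of each dish would be the next thing to look at.

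For the unfolded protein response and ATF4 targets, lower in U87 ML and higher in U87 NS, the test of the chaperones was chosen only after the results were seen. A shift that follows expression level is argued against, with medians of -0.1145 in U87 ML (random lists -0.0613 to 0.0343, none as extreme) and 0.07002 in U87 NS (-0.0205 to 0.0639, 118 of 10000 as extreme). Stress of the endoplasmic reticulum would move its chaperones with the ATF4 targets. In U87 NS it is argued against: 23 chaperones and other endoplasmic reticulum genes had a median of -0.04582 and 24 ATF4 and amino-acid genes 0.2848, with 22 of 24 positive (permutation p = 1e-05, the smallest possible). In U87 ML it cannot be told apart from an answer of ATF4 to amino acids, with a median of -0.08097 for the chaperones and -0.1698 for the ATF4 genes (permutation p = 0.0174). Both permutations exchange genes between the sets, and genes are not independent replicates. Their p-values therefore do not measure the spread between arrays.

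Every split of the same arrays into groups of equal size tests chance, a test set before the data were examined. Of 35 splits in each culture, none but the real one gave as many TCs by limma (U87 ML 14 against at most 0, U87 NS 273 against 0), by SAM (105 against 4, 140 against 3) or between the sham groups (6380 against 0). Chance is argued against there at 1 of 35, the smallest share that 35 splits can give, without adjustment over the counts compared. For called lists in U87 NS the real split also gave the highest number, by a narrow margin (16 against up to 13). At the same 1 of 35, also not adjusted, this argues only weakly against chance, and for that number only. Other splits also called many lists, so chance is not excluded for single lists. For lists overrepresented among the higher calls of U87 ML (6 against 2) and U87 NS (3 against 0) and among the lower calls of U87 NS (4 against 0), each reached by 1 of 35 splits, the comparison decides nothing, since the other splits called at most 4 TCs by SAM in U87 ML and 3 in U87 NS. Of 100 splits, the real one included, only the real one reached its value for the difference between cultures (365 against 35) and for lists that differ between cultures with an estimated correlation (2 against 1). The list tests between the cultures were themselves added after the data were seen. For TCs changed alike (2 against 0; 1 of 100 splits) the comparison decides nothing, since no other split called any TC that could be shared. Chance cannot be excluded for the called lists of U87 ML, where 3 of 35 splits, the real one included, gave 12 or more (up to 13), nor for the list among its lower calls, where 2 of 35 gave 1 or more (up to 2).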

How the results depend on the processing

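Of the settings compared here, only the analyses without U87 ML PEF-5 arrays 8 and 9 were chosen after the data were seen, and the cause of a difference between settings was not tested unless a sentence names it. The direction of a named gene that was called never turned; the counts of TCs changed after PEF-5, within a culture or between cultures, depend on the test and on single arrays, while the count between the sham groups and the numbers of called lists stayed within 1.5 times with any single array left out. Of the limma calls, 0 of 14 in U87 ML and 16 of 273 in U87 NS lie among the dimmest TCs, those outside the 13926 with the highest mean over all arrays; no background was measured, and a mean over all arrays hides a gene that is dim in a single group, such as HAS2 in U87 ML sham (3.77).

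Limma TCs in U87 ML, 14 (9 higher, 5 lower) in the main test, were 371 in a fit of all 16 arrays, 121 with a trended and robust prior, 32 among the brighter TCs, 71 with array weights, 105 by SAM, 2369 by the methods' t-test unadjusted, 0 by that test adjusted, and 73 without PEF-5 arrays 8 and 9. In U87 NS, 273 became 1139 (prior), 789 (brighter TCs), 471 (array weights), 140 (SAM), 3340 (the methods' t-test unadjusted) and 40 with a log2 fold change of at least 0.58. SAM's 105 in U87 ML became 34 with s0 of 0, 42 with the mean of the false calls and 374 among the brighter TCs; its 140 in U87 NS became 795 (s0 of 0), 334 (median s0) and 824 (brighter TCs). With quantile normalization repeated, SAM in U87 NS called 80 higher and 105 lower TCs instead of 76 and 64. The 2 TCs changed alike became 4 by SAM, 47 at unadjusted p under 0.01 and 10 without PEF-5 arrays 8 and 9. The 365 that differ between cultures became 747 (prior), 655 (brighter TCs) and 585 (array weights). The 6380 that differ between sham groups became 586 with a log2 fold change of at least 1.

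Called lists fell from 12 in U87 ML and 16 in U87 NS to 0 and 0 with an estimated correlation, and to 4 in U87 ML with fry. Lists overrepresented among the calls of U87 ML went from 6 (higher) to 2 with limma calls and from 1 (lower) to 2 with limma calls and 3 without PEF-5 arrays 8 and 9. The mesenchymal list of U87 ML turned its direction without PEF-5 arrays 8 and 9 (adjusted p = 0.881). Fry also ended the calls of hypoxia (0.119), glycolysis (0.245), TNF and NF-kB targets (0.188), secreted inflammatory factors (0.252), p53 targets (0.16), metallothioneins (0.119) and histones (0.615) in U87 ML, and of S phase (0.0844), ribosomal proteins (0.0844), oxidative phosphorylation (0.263) and leukocyte markers (0.104) in U87 NS. Among the brighter TCs the lists of p53 targets (0.0559), antioxidant and NRF2 genes (0.0559), oxidative phosphorylation (0.121) and leukocyte markers (0.0895) of U87 NS were no longer called. Array weights ended the calls of the antioxidant and NRF2 list (0.123) and the mesenchymal list (0.332) in U87 ML.

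Each array was left out in turn. Limma in U87 ML ran from 0 (sham 2, 3 or 4, or PEF-5 7) to 49 (PEF-5 9), SAM from 22 (sham 2) to 200 (PEF-5 6; only PEF-5 7 and 9 stayed within 1.5 times). In U87 NS limma ran from 40 (PEF-5 16) to 236 (sham 12, the only array within 1.5 times), SAM from 44 (sham 12) to 101 (sham 10; sham 10 and PEF-5 15 within 1.5 times). TCs changed alike ran from 0 to 7 (U87 ML PEF-5 9), the difference between cultures from 167 (U87 NS PEF-5 13) to 651 (U87 ML PEF-5 6), sham against sham from 5521 (U87 NS sham 11) to 6258 (U87 NS sham 12), and called lists from 10 (sham 1) to 13 (sham 4) in U87 ML and 12 (sham 10) to 17 (PEF-5 16) in U87 NS. Of the named genes called by limma, the call was kept in 22 of 112 such runs in U87 ML and 231 of 400 in U87 NS, and IL6 in U87 ML was called in 1 of 8 (adjusted p = 0.00949 to 0.145).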

Differences from the paper's values

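The paper counts 115 TCs upregulated in U87 ML, and SAM gave 65 here. The paper used the samr package and gives no s0 or delta, while SAM was rewritten here. How much of the differences in SAM counts comes from this was not tested. Of the alternatives set before the data were examined, quantile normalization repeated (80) and leaving out PEF-5 array 6 (161) or 9 (83) came within 1.5 times of the paper's count, while s0 of 0 (14), median s0 (64), the mean of the false calls (29), pi0 of 1 (65), the brighter TCs (188) and the other arrays left out (16 to 50) did not. Without PEF-5 arrays 8 and 9, chosen after seeing the values, SAM gave 97 higher. Its totals of 105 (156 in the paper) and 40 lower (41 in the paper) lie within 1.5 times.

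In U87 NS the paper counts 60 TCs, 39 up and 21 down; SAM gave 140, 76 and 64. For the total, leaving out sham 9 (64), 11 (80) or 12 (44), or PEF-5 13 (80), 14 (83) or 16 (64), came within 1.5 times; s0 of 0 (795), median s0 (334), the mean of the false calls (107), pi0 of 1 (140), the brighter TCs (824), quantile normalization (185) and leaving out sham 10 (101) or PEF-5 15 (96) did not. For the higher TCs all 8 arrays left out did (34 to 57), and the other 6 alternatives did not (552, 197, 60, 76, 577 and 80). For the lower TCs leaving out sham 9 (20), 11 (26), PEF-5 13 (31), 14 (30) or 16 (23) did, and sham 10 (51), sham 12 (10), PEF-5 15 (39) and the other 6 (243, 137, 47, 64, 247 and 105) did not.

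The paper has about 3 TCs up in both cultures and about 0 down in both in Fig. 3b, read by eye; limma gave 1 (RRAD) and 1 (PADI3). For those up in both, SAM calls (3: HAS2, RRAD and SPRR2D) and the fit of all 16 arrays (2) came near the paper's value, and unadjusted p under 0.01 (34) and every array left out (0 to 6) did not. For those down in both, 13 of the 16 arrays left out gave 0; SAM calls (1), unadjusted p (13), the fit of all 16 arrays (1) and leaving out U87 ML PEF-5 9, U87 NS sham 10 or U87 NS sham 12 (1 each) did not. Of the 3 genes that the paper names as shared, HAS2 and SPRR2D were called by SAM in both cultures. SPRR2A was called in U87 NS by both tests, and in U87 ML only by limma with array weights (log2 fold change 0.88, adjusted p = 0.0428) and in the fit of all 16 arrays (adjusted p = 0.0125).

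The paper finds fewer genes modulated in U87 NS than in U87 ML. By limma the counts were 14 in U87 ML and 273 in U87 NS and by SAM 105 and 140, the other order. The fit of all 16 arrays, with 371 in U87 ML and 187 in U87 NS, has the paper's order. With 1 array left out, SAM gave 22 to 60 in U87 ML for 5 of the 8 arrays and 102 to 200 for the other 3 (PEF-5 6, 7 and 9), against 44 to 101 in U87 NS, so either order occurs.

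The paper has IL-6 and the NF-kB and TNF pathways altered in both cell types. The list of TNF and NF-kB targets was called higher in U87 ML (adjusted p = 3.94e-08; 0.569 with an estimated correlation and 0.188 by fry) and lower in U87 NS (0.00172; 0.0732 with an estimated correlation). IL6 rose in U87 ML by 1.96 and changed in U87 NS by 0.01 (adjusted p = 0.969), and no setting called it there. By PCR the paper reports IL6 and CCL20 higher in both cultures, with the smaller rises in U87 NS. The paper reports P21 up in both cultures by PCR, and describes its PCR of P53 and P21 as matching its transcriptomic analysis. On the arrays CDKN1A had 0.55 in U87 ML (called by SAM) and 0.02 in U87 NS (adjusted p = 0.93), where no setting called it.

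Among pathways, the paper has hypoxia up in U87 NS, where the list gave adjusted p = 0.326 by camera; fry called it (0.0256). It has mTORC1 targets and cell junctions down in U87 ML, where the lists gave 0.414 and 0.326, both towards higher, and fry called the junctions higher (0.0282). It has apoptosis up in U87 ML, where the list gave 0.939, and mTORC1 targets and IL6, JAK and STAT3 signalling up in U87 NS, where they gave 0.203 and 0.812. Among genes called higher by SAM in U87 NS, mTORC1 targets were overrepresented (adjusted Fisher p = 0.0233), as the paper has it. It has processes of the response to oxidation up in U87 ML, where the antioxidant and NRF2 list was called lower by camera (0.00281), but not with an estimated correlation (0.645), by fry (0.216), with array weights (0.123) or without PEF-5 arrays 8 and 9 (0.502).

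The direction that the paper gives was found in U87 ML for the lists of hypoxia, glycolysis, TNF and NF-kB targets, secreted inflammatory factors and p53 targets. In U87 NS it was found for the ATF4 and amino-acid genes of the unfolded protein response (the chaperones had a median below 0), p53 targets, DNA repair, RNA polymerases and small RNA processing. None of these lists passed with an estimated correlation (smallest adjusted p among them 0.506 in U87 ML and 0.0951 in U87 NS).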

Other observations

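Genes of cholesterol synthesis and uptake were called lower as a list in the neurospheres by camera, but not with an estimated correlation. Of 21 measured, HMGCS1, ACAT2 and EBP fell, none rose and 18 did not pass, with 16 lower and 1 higher (LSS) over the list alone (camera adjusted p = 1.95e-10, adjusted p = 0.0536 with an estimated correlation); ACAT2, which makes acetoacetyl-CoA, fell by 0.43 (standard error 0.07, adjusted p = 0.0247) and the sterol isomerase EBP by 0.30 (0.06, adjusted p = 0.0417). With a single array left out EBP was never called (adjusted p = 0.0515 to 0.122) and ACAT2 in 2 of 8 runs. In the monolayers none of the 21 passed over all TCs or over the list (list adjusted p = 0.128). Genes of the heat shock response ran higher in the neurospheres, 21 of 22 in mean: HSPB8, a small heat shock protein, rose by 0.35 (0.06, adjusted p = 0.0382), none fell and 21 did not pass, with 5 higher over the list alone (adjusted p = 3.03e-06, or 0.0994 with an estimated correlation). In the monolayers none passed over all TCs and CRYAB, alpha-B crystallin, passed over the list alone (1.17, standard error 0.26; list adjusted p = 0.635). Of 46 mesenchymal and matrix genes in the neurospheres, LOXL1, which cross-links elastin (-0.40, standard error 0.08, adjusted p = 0.0428), and the collagen gene COL5A2 (-0.29, standard error 0.06, adjusted p = 0.0457) fell, none rose and 44 did not pass, with 8 lower over the list alone (adjusted p = 1.2e-04, or 0.0951 with an estimated correlation). COL5A2 was not called with any single array left out (0.062 to 0.14), and LOXL1, SNAP25, HSPB8, IFIT3 and JAM2 in 1 of 8 such runs each and ID1 in 4. ID1, which holds cells undifferentiated, fell by 0.62 (0.09, adjusted p = 0.0141) as the only one of 36 glioma stem cell and neural progenitor markers (3 lower over the list alone; list adjusted p = 0.242), and SNAP25, of synaptic vesicles, fell by 0.38 (adjusted p = 0.0428) as the only one of 28 neuronal and glial markers (2 lower over the list alone; list adjusted p = 0.111).

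In the monolayers histone genes were called higher as a list (36 of 52 in mean, none passing over all TCs, 2 over the list alone, H4C2 by 0.55, standard error 0.09; list adjusted p = 0.00795, or 0.687 with an estimated correlation), but not without PEF-5 array 6 (0.224) or 7 (0.401): their mean lay 0.19, 0.22 and 0.04 above sham on PEF-5 arrays 6, 7 and 9 and 0.18 below on array 8. Metallothioneins (11 of 12 in mean, none passing; 0.0336, or 0.668) lost their call without sham 1 (0.0989) or 3 (0.0516) or PEF-5 6 (0.179) or 7 (0.071). Plasma membrane repair, of interest after a pulse that opens membranes, was not called in either culture (adjusted p = 0.809 and 0.726). None of its 35 genes passed over all TCs in either culture; in the monolayers 2 were higher and 1 lower over the list alone, and SMPD1, the acid sphingomyelinase used in that repair, was called lower by SAM (-0.42, standard error 0.08, limma adjusted p = 0.117). Lists with no gene that passed over all TCs and no call in the monolayers were interferon (adjusted p = 0.368), immediate early genes (0.0627; 3 higher over the list alone, DUSP1 by 0.48), DNA repair (0.939), RNA polymerases (0.635), small RNA processing (0.222), stem cell markers (0.368), neuronal and glial markers (0.635), ribosomal proteins (0.16), oxidative phosphorylation (0.0956), leukocyte markers (0.466) and fibroblast and endothelial markers (0.831). In the neurospheres they were histones (0.218), metallothioneins (0.326), immediate early genes (0.471; 1 higher and 4 lower over the list alone), and fibroblast and endothelial markers (0.203); interferon (0.374; IFIT3 higher by 0.39), apoptosis (0.448; BCL2A1 lower) and cell junctions (0.198; JAM2 lower by 0.37) each had a single gene that passed. Oxidative phosphorylation was called higher there (52 of 67 in mean; 0.0387, or 0.594 with an estimated correlation), but not among the brighter TCs (0.121), with array weights (0.179) or without sham 10 (0.0603) or 12 (0.568) or PEF-5 13 (0.144), 14 (0.0618) or 15 (0.0596). Leukocyte markers were called lower (18 of 19; 0.012, or 0.339), but not among the brighter TCs (0.0895) or without sham 10 (0.11) or PEF-5 13 (0.0599). No gene of either list passed, and whether such small shifts follow expression level was not tested for them.

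The arrays also measured most genes that the paper followed by PCR. CCL20 had a log2 fold change of 1.48 (standard error 0.33, limma adjusted p = 0.166, called higher by SAM) in the monolayers and -0.29 (0.08, adjusted p = 0.123) in the neurospheres, and PTGS2, cyclooxygenase 2, 1.12 (0.59, adjusted p = 0.49) and 0.13 (0.09, adjusted p = 0.536). PTGS2 lay at 8.84 and 8.84 on monolayer PEF-5 arrays 6 and 7 and at 6.42 and 6.25 on arrays 8 and 9, with a sham mean of 6.47 ± 0.42; without arrays 8 and 9, an alternative chosen after the data were seen, it was called higher in the monolayers (2.37, adjusted p = 0.0176). None of the others was called in either culture: NOS2 (0.05 in monolayers and -0.03 in neurospheres), CTNNB1 (-0.02 and 0.06), CCND1 (-0.04 and 0.16), CDK2 (-0.06 and -0.15), CDK4 (-0.22 and 0.23), NANOG (0.09 and -0.23), SOX2 (-0.28 and -0.04), PROM1 (0.21 and -0.07), FUT4 (0.10 and 0.06) and the reference gene GAPDH (0.01 and -0.01). Nor were MYC (0.08 and 0.07) and EPAS1 (-0.03 and 0.01), which the paper names only in its discussion. Where the paper reports a PCR change in the neurospheres, the arrays had the opposite sign for CCL20, NOS2, CDK4, NANOG, SOX2 and FUT4. They had the same sign for CTNNB1, CCND1, CDK2 and PROM1. In the monolayers these genes had the sign of the PCR wherever the paper reports a PCR change. GADD45A, described with CDKN1A, had the opposite sign there (0.05 to 0.23 with single arrays left out). Changes near 0 turned their sign with single arrays left out, so their signs decide little. Examples are CTNNB1 (-0.05 to 0.02) and CDK2 (-0.11 to 0.01) in the monolayers, and SOX2 (-0.15 to 0.08) and PROM1 (-0.15 to 0.02) in the neurospheres.

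The hypothesis that PEF-5 moves monolayer cells towards the state of neurospheres was formed, and its tests chosen, only after the results were seen. Between the sham groups 6380 TCs differed, 2924 higher and 3456 lower in the neurospheres, with higher hypoxia genes (29 of 36 higher, adjusted p = 0.00637 with an estimated correlation), TNF and NF-kB targets (30 of 40 higher, 0.00637), secreted inflammatory factors (32 of 46 higher, 0.0091) and cholesterol genes (19 of 21 higher, 0.0205). The cholesterol list was not called in PEF-5 monolayers (adjusted p = 0.128, none of 21 genes passing), though it was called higher without PEF-5 array 9 (0.00467). With the monolayer sham arrays split so that the comparisons share none, the change after PEF-5 and the difference between the sham groups correlated at r = 0.3706 at the lowest and 0.45 at the highest of 6 splits (TCs are not independent replicates). This restates the observation that prompted the hypothesis, so it does not test it, and the hypothesis stays open. RNA of neurosphere cells mixed into the PEF-5 arrays would raise nearly all of the 100 TCs most above monolayer sham in neurosphere sham, and is argued against: at most 74% of them lay above the highest monolayer sham array on any PEF-5 array. Any batch of cultures or arrays goes together with culture in this design, and the protein of these genes in exposed monolayers would test the hypothesis.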
